# Network modeling of kinase inhibitor polypharmacology reveals pathways targeted in chemical screens

**DOI:** 10.1371/journal.pone.0185650

**Published:** 2017-10-12

**Authors:** Oana Ursu, Sara J. C. Gosline, Neil Beeharry, Lauren Fink, Vikram Bhattacharjee, Shao-shan Carol Huang, Yan Zhou, Tim Yen, Ernest Fraenkel

## Abstract

Small molecule screens are widely used to prioritize pharmaceutical development. However, determining the pathways targeted by these molecules is challenging, since the compounds are often promiscuous. We present a network strategy that takes into account the polypharmacology of small molecules in order to generate hypotheses for their broader mode of action. We report a screen for kinase inhibitors that increase the efficacy of gemcitabine, the first-line chemotherapy for pancreatic cancer. Eight kinase inhibitors emerge that are known to affect 201 kinases, of which only three kinases have been previously identified as modifiers of gemcitabine toxicity. In this work, we use the SAMNet algorithm to identify pathways linking these kinases and genetic modifiers of gemcitabine toxicity with transcriptional and epigenetic changes induced by gemcitabine that we measure using DNaseI-seq and RNA-seq. SAMNet uses a constrained optimization algorithm to connect genes from these complementary datasets through a small set of protein-protein and protein-DNA interactions. The resulting network recapitulates known pathways including DNA repair, cell proliferation and the epithelial-to-mesenchymal transition. We use the network to predict genes with important roles in the gemcitabine response, including six that have already been shown to modify gemcitabine efficacy in pancreatic cancer and ten novel candidates. Our work reveals the important role of polypharmacology in the activity of these chemosensitizing agents.

## Introduction

Small molecule screens are a powerful tool to identify compounds that modify disease progression either directly or by synergistic action with existing drugs [1], [2]. However, identifying the pathways targeted by these molecules has been difficult, as often small molecules affect more than a single gene or pathway at once [3]. Here, we report a screen identifying kinase inhibitors that improve the efficacy of gemcitabine in pancreatic cancer. As is typically the case in such screens, although the compounds are often reported as each having one or at most a few target kinases, their actual effects are much broader. To make sense of these data, we developed a network-based approach that takes advantage of this promiscuity to identify targeted pathways.

Pancreatic cancer is one of the most aggressive cancers, with only 3% of patients surviving more than five years [4]. To date, the most commonly used chemotherapeutic agent in pancreatic cancer treatment is gemcitabine, a nucleoside analogue, which infiltrates the cell’s nucleotide metabolism, ultimately causing DNA damage and apoptosis [5]. In addition to causing DNA damage, gemcitabine exerts its cytotoxicity by inhibiting ribonucleotide reductase, the enzyme responsible for building deoxyribonucleotides from ribonucleotides [5]. However, despite its wide use, gemcitabine shows limited efficacy: only 20%-30% of cases show a response, and this response consists of only a minor increase in survival time and symptom alleviation after exposure to gemcitabine [4]. Given the urgent need for improved therapies, there has been considerable interest in identifying drugs that could function to improve the efficacy of gemcitabine.

Here we describe an integrative approach to better understand gemcitabine cytotoxicity. We performed a screen to identify kinase inhibitors that increase gemcitabine cytotoxicity in the pancreatic cancer cell line PANC1. To dissect the mechanisms by which these kinase inhibitors modulate the effects of gemcitabine, we used a network approach that integrates the screening data with additional epigenetic and transcriptional profiling data that we collected, and with published genetic data. We uncovered a network of pathways involved in the gemcitabine response in pancreatic cancer, and queried the network to propose novel candidate genes and pathways with predicted roles in increasing gemcitabine cytotoxicity. This approach allowed us to infer pathways supported by many of the targets of the kinase inhibitors of interest, leading to hypotheses about how the polypharmacology of kinase inhibitors, rather than the individual kinases they target, contributes to the cellular response to gemcitabine.

## Materials and methods

### Data and code

The sequencing and peak calling data used in this work can be found at GEO accession number GSE70810.

The code associated with this paper is at: http://github.com/oursu/Gem_code.

### Cell lines and growth conditions

We used PANC1 cells from American Type Culture Collection (ATCC), banked at Fox Chase Cancer Center (FCCC) until use. We cultured them in DMEM/10% FBS supplemented with 2 mM glutamine and 1% penicillin, streptomycin, and kanamycin (PSK) and maintained them at 37C in 5% CO2. When appropriate, we used charcoal stripped (FCCC cell culture facility) and dialyzed FBS (Life Technologies; 26400–036).

### A screen identifying kinase inhibitors that increase gemcitabine cytotoxicity

We seeded PANC1 cells into 384 well plates and treated with either vehicle (0.1% DMSO final concentration, used as a control) or with gemcitabine (20nM, a concentration shown to cause cells to arrest in S phase, but not cause cell death) [6]. After 24h, we added kinase inhibitors from a library consisting of 160 kinase inhibitors (Inhibitor Library I 384 well plate EMD Millipore) via pin tool to vehicle or gemcitabine-treated cells. We pre-diluted the compounds in DMSO to obtain indicated final concentrations. We determined cell proliferation 48h later using CellTiter-Glo^®^ (Promega). We detected luminescence from the cells using an EnVision plate reader (Perkin Elmer). We performed the experiments in duplicate.

Next, we determined how much each kinase inhibitor reduced cell viability of vehicle versus gemcitabine-pretreated cells at 8 concentrations of kinase inhibitor. We determined cell viability using the luminescence units (LU) from the plate reader, where control cells (DMSO-treated) were set to 100% viability. For each kinase inhibitor, we fit two Weibull distributions to model the cell viability as a function of kinase inhibitor concentration: one for the effect of the kinase inhibitor on vehicle treatment, and one for gemcitabine treatment. We fit the Weibull distributions using the R function “drm” (with the desired Weibull distribution selected as “W1.4”) from the R package “drc”. We excluded kinase inhibitors that could not be fit. We also excluded kinase inhibitors that were toxic in the vehicle treatment (viability below 50000 LU) at any concentration, since we were specifically looking for modulators of gemcitabine cytotoxicity without an effect in the control. We also excluded data points where the measurements for the vehicle treatment and those for gemcitabine treatment overlapped, since that reduced our confidence that viability is different in control versus gemcitabine treated cells. For the remaining compounds, we considered a kinase inhibitor changed gemcitabine-induced cytotoxicity, if the reduction in viability was > 30% compared to the vehicle treatment at that concentration. These data are available in S1 Table.

### Determining the kinases affected by each inhibitor (“kinase hits”)

We collected a dataset measuring in vitro effects of kinase inhibitors on kinase activity from [7]. Then, based on this dataset, we defined our set of kinase hits as those kinases whose activity is changed by more than 50% by a kinase inhibitor found to modify gemcitabine cytotoxicity. These data are available in S2 Table.

### Determining the genetic modifiers of gemcitabine efficacy (“genetic hits”)

To identify the genetic modifiers of gemcitabine efficacy, we analyzed data from a published genome-wide siRNA screen that measured how gemcitabine cytotoxicity was affected by the knockdown of each gene [8]. The screen quantified drug toxicity as cell viability reduction upon gemcitabine treatment compared to vehicle treatment. This reduction in cell viability was quantified as a Sensitivity Index (SI) computed in [8]. These data are summarized in S4 Table.

The following criteria define our set of genetic hits: i) FDR < 0.05, ii) SI deviation from 1 greater than 0.3, where genes with an SI > 1.3 enhance gemcitabine cytotoxicity and genes with an SI < 0.7 suppress gemcitabine cytotoxicity, and iii) survival of the knockdown is at least 50% compared to that of negative control upon vehicle treatment, to ensure candidate genes are not essential genes.

### RNA-seq experiments to measure gene expression changes induced by treatment with gemcitabine

To identify genes whose expression changes in response to gemcitabine, we performed RNA-seq on drug- and vehicle treated cells.

Briefly, we grew PANC1 cells for 24 hours and then treated them with either gemcitabine (at 50 nM), or vehicle (0.1% DMSO) for 48 hours. We then extracted RNA using the Qiagen Rneasy Plus Mini Kit and prepared sequencing libraries using the Illumina mRNA sample-preparation guide (cat# RS-930-1001). We sequenced the libraries via single end runs on an Illumina HiSeq Sequencer. We performed 2 biological replicates per condition.

We aligned reads to the human reference genome (hg19 assembly) using Tophat2 (version 2.0.8) [9]. From the aligned reads, we quantified transcript abundance as FPKM, using Cuffdiff (version 2.0.2) [10] with the Gencode V15 gene annotations (protein-coding annotations only), taking into account only genes with at least 10 reads (c parameter) [11]. This analysis is in S6 Table. The GO enrichment analysis, identifying pathways enriched or depleted in the genes differentially expressed upon gemcitabine treatment, is shown in S7 Table.

The following criteria define our set of differentially expressed genes in response to gemcitabine: i) q-value < 0.05, ii) fold change higher than 1.5, iii) minimum gene expression level of 0.1 FPKM in at least one of the conditions (consistent with previous observations of undetectable activity below similar thresholds [12], and iv) difference in FPKM between the two conditions of at least 1 FPKM, to filter out genes with artificially high fold-changes.

### DNaseI-seq to measure changes in chromatin accessibility induced by treatment with gemcitabine

To identify changes in gene regulation induced by gemcitabine, we profiled changes in chromatin accessibility by DNaseI-seq on drug- and vehicle treated cells.

Briefly, we digested isolated nuclei with DNaseI for 1 minute (40 units DNaseI per 5 million cells) and then we followed the protocol described in [13]. We sequenced the libraries as single end runs on a HiSeq machine. We used one biological replicate per condition.

To identify accessible chromatin regions, we used the MACS algorithm [14], to identify peaks of DNaseI hypersensitivity genome-wide. As in the RNA-seq analysis, we used the hg19 genome assembly. For each condition, we first identified high-quality peaks with MACS, using a p-value cutoff of 1e-5. For all downstream analyses, to increase our sensitivity for detecting open chromatin regions, we considered a master set of peaks composed of: i) peaks from gemcitabine treated and vehicle treated samples, and ii) peaks from the DNaseI hypersensitivity dataset available on ENCODE for the PANC1 cell line [15].

### Running the SAMNet algorithm

To integrate the distinct biological datasets into a network model we used SAMNet, a multi-commodity flow-based network approach that links sets of genes of interest (in our case, the genetic hits, the kinase hits, the differentially expressed genes) through a known protein-protein interaction network and a derived TF-gene network, in a constrained optimization setting [16]. Code for SAMNet can be found at http://www.github.com/sgosline/SAMNet.

We considered two simultaneous analyses (referred to as “commodities” in SAMNet formulation) linked to the observed transcriptional response: first, pathways related to genetic hits and second, pathways related to kinase hits. For each commodity, SAMNet takes as inputs the respective genetic/kinase hits, and tries to connect those hits to the set of observed differentially expressed genes, through protein-protein interactions or protein-DNA interactions, thus pointing to novel genes likely involved in the biological process that have escaped experimental detection. The algorithm involves sending an imaginary flow the kinase hits and genetic hits, through the network to the differentially expressed genes. All network edges have a capacity limiting the amount of flow that can be sent through them. The optimization attempts to maximize the number of input genes included in the network (more precisely, it maximizes the total flow sent through the network), while minimizing the number of edges (protein-protein and protein-DNA interactions) it uses to make these connections. To account for the variable confidence associated with each protein-protein and protein-DNA interaction, the cost paid for each edge is inversely proportional to the edge’s confidence. Similarly, we prioritize the contribution of our input genes (kinase hits, genetic hits and differentially expressed genes) as described in the next section. The crucial insight in using this algorithm is that the derived pathways for each commodity must share the allotted capacity through each edge, which has been shown before to infer more context-specific signaling responses, because it is not allowed to send all the flow through general stress pathways. The exact problem formulation has been described previously [16].

### Inputs to SAMNet

In our network framework, each input gene hit is associated with a score that determines the maximum flow passing through that gene node. This is called an input capacity and we use these capacities to weight input gene nodes depending on the strength of evidence we have for their importance in the cellular response to gemcitabine. Below we describe how we compute these capacities.

#### Prioritization of kinase hits

The input capacities used for prioritizing kinase hits represent the maximum change in activity from one of the kinase inhibitors modifying gemcitabine cytotoxicity. If a kinase is a target (its activity changed by > 50% by the kinase inhibitor) of multiple candidate kinase inhibitors that modify gemcitabine efficacy, we use the largest score. These data are available in S3 Table. For these kinase hits, we used the gene names as mapped in the original paper [7] to HUGO symbols.

#### Prioritization of genetic hits

The input capacities used for prioritizing genetic hits are the SI, in other words, the percent change in growth upon knockdown of the gene relative to the vehicle control (the definition of the SI is given in the section above entitled “*Determining the genetic modifiers of gemcitabine efficacy* “. Genetic hits with secondary validation [8] are assigned a uniform capacity of 3. These data are available in S5 Table.

#### Prioritization of differentially expressed genes

Genes changing expression in response to gemcitabine were identified as described in the section on RNA-seq data analysis. The input capacities for these genes are the absolute value of the log fold changes in expression upon gemcitabine treatment. The input data to SAMNet are available in S8 Table.

#### Protein-protein interaction data

Our protein-protein interactions were collected from [17], with confidence scores derived using [18]. We remove P300 as it is a co-factor present at most hypersensitive peaks considered (thus providing little context-specific information) as well as UBC, which similarly has pervasive protein-protein interactions.

#### Protein-DNA interaction data

We defined a TF-gene edge in our input transcriptional network if we found a TF binding motif in a DNaseI peak within 5 kb of the regulated gene’s transcriptional start site. We defined a TF binding motif using the MATCH software suite that identifies significant motif matches in the genome [19]. We used the collection of motifs entitled “vertebrate_non_redundant_minFP.prf”. Each edge in the TF-gene network is weighted by the match score of the motif in the context of the respective gene. These data are provided in S9 Table.

### SAMNet parameter optimization

SAMNet has 1 variable parameter, called gamma, which represents the tradeoff between the amount of flow sent through the network and the cost paid for including a new edge in the network. Thus, increasing gamma results in a larger network.

To optimize the tuning parameter gamma, which balances the tradeoff between small networks with high specificity and large networks with high sensitivity, we ran SAMNet for multiple gamma values. We sought a gamma value at which networks are both robust and biologically informative. To optimize gamma, we experimented with gamma values 14, 16, 18, 20 and 22.

To quantify robustness, for each commodity, we left out a fraction of the original inputs (20%) while keeping the inputs for the remaining commodities fixed, and compared the resulting fractional networks to the original one, in terms of sensitivity (number of edges from the original network captured in the fractional network) and specificity (number of edges from the fractional network that were in the original network).

Based on this analysis, we chose an optimal gamma value of 20, which provided networks with the best combined sensitivity/specificity (S2 Fig shows the mean sensitivity and specificity we get as a function of the gamma parameter).

To optimize the edge capacity controlling the maximum amount of flow per edge, we sought to identify an edge capacity that would increase the connectivity of network nodes to the experimentally validated genetic hits (i.e. would increase evidence scores), while still maintaining a good performance in terms of sensitivity/specificity. We used an edge capacity of 0.005.

### Network visualization and enrichment analysis

We visualize networks using Cytoscape 3.0 [20] and compute functional enrichment using the David website, specifically for the enrichment in GO Biological Process [21].

### Computation of node significance

We use a randomization scheme to assign p-values to network nodes, similar to [22]. We use two criteria for selecting targets: i) statistical significance and ii) biological support, as detailed below.

First, to quantify statistical significance in our network, we compute for each node a flow p-value defined as the probability of seeing a flow of the same or higher magnitude when the algorithm is run on random inputs. To this end, we ran SAMNet on 100 random inputs in a commodity-specific way, that is, we first run 100 instances where we randomize the inputs for the genetic commodity and keep the original kinase commodity inputs fixed, and then respectively randomize the inputs for the kinase commodity, keeping the original genetic commodity inputs fixed. Then, for each node, we compute a p-value for the rank-normalized flow separately for each commodity passing through the node.

A table of flow p-values for each node in the network can be found in S12 Table. A value of -1 is given if the node does not appear at all in the random networks, denoting that no p-value is available for it. A value of NA denotes nodes that were the original input to SAMNet, and were thus not considered in this analysis.

Second, to quantify biological support for putative targets, we compute for each node an evidence score, defined as the number of inputs (genetic hits or kinase hits) upstream of the node in our network. A high evidence score corresponds to a node included in the network due to multiple lines of experimental evidence.

To be considered significant, a node must: i) have a flow-pvalue < = 0.05 (before multiple hypothesis testing correction) and ii) have an evidence score higher than or equal to 3.

## Results

### Identifying kinase inhibitors that modify gemcitabine cytotoxicity in pancreatic cancer cells

We performed a small molecule screen to identify kinase inhibitors that enhanced killing of pancreatic cancer cell line PANC1 by a sublethal dose (20nM) of gemcitabine (Fig 1A). We defined our hits as those kinase inhibitors that produced a reduction in survival by more than 30% when combined with gemcitabine versus when combined with a vehicle control.

**Fig 1:**
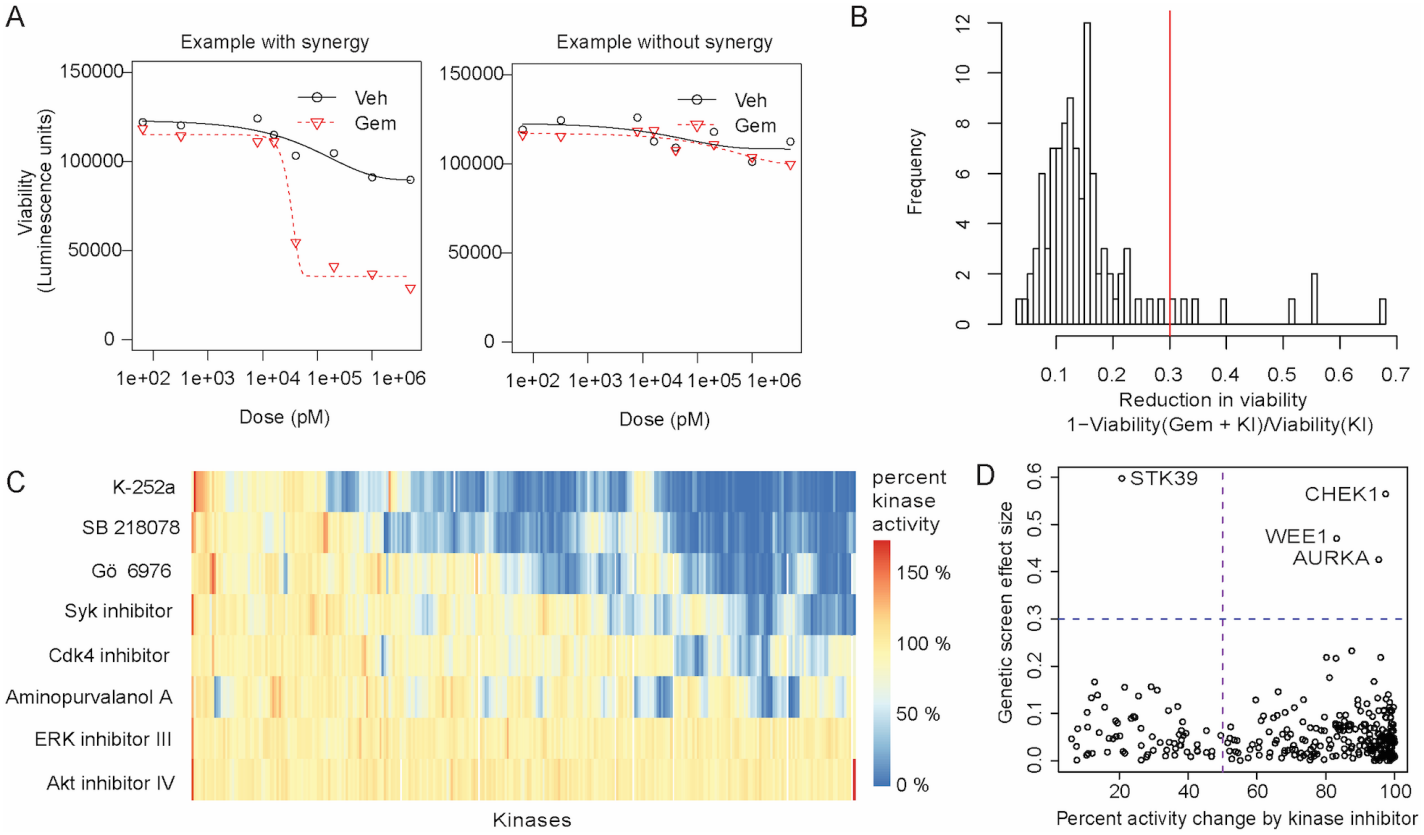
A screen to identify kinase inhibitors that modify gemcitabine cytotoxicity in pancreatic cancer (PANC1 cell line). We performed a screen to identify kinase inhibitors that enhanced killing of PANC1 cells by a sublethal dose (20nM) of gemcitabine, with hits defined as those kinase inhibitors that reduce survival by > 30% when combined with gemcitabine versus a vehicle control. A) For a set of 160 kinase inhibitors, we compare growth of PANC1 cells treated with the kinase inhibitor alone (vehicle) with the growth when treated with the kinase inhibitor and gemcitabine (Gem), across 8 kinase inhibitor concentrations. We show examples of a kinase inhibitor that synergizes with gemcitabine and one that does not. B) Identification of kinase inhibitors that modify gemcitabine cytotoxicity. For each kinase inhibitor and each concentration tested, we compute the reduction in viability for cells treated with both a kinase inhibitor and gemcitabine, compared to cells treated with the inhibitor alone. We filter out kinase inhibitors that are toxic in the absence of gemcitabine. We set a threshold of 30% reduction in viability for calling hit kinase inhibitors (red line). Note: for each kinase inhibitor, we only plot here the concentration tested that yields the largest reduction in viability. C) Mapping of kinase inhibitors to their target kinases, based on in vitro profiling of kinase inhibitor specificity from [7]. Rows are kinase inhibitors from the screen and columns are kinases. The values in the heatmap represent the percent activity of the kinase when treated with the kinase inhibitor, compared to when untreated. D) Comparison of effect sizes in the kinase screen vs. the genetic screen. For each target of our hit kinase inhibitors, we show its change in activity by the kinase inhibitor vs. the change in gemcitabine survival when the gene is inhibited by siRNA in [8] labeled as “Genetic screen effect size”.

We filtered out kinase inhibitors that were toxic in the absence of gemcitabine treatment. Of the 160 kinase inhibitors tested, eight showed synergy with gemcitabine: Aminopurvalanol A (catalog number 164640), Syk inhibitor (574711), Cdk4 inhibitor (219476), Akt inhibitor IV (124011), SB 218078 (559402), ERK inhibitor III (328009), K-252a Nocardiopsis sp. (420298) and Gö 6976 (365250) (Fig 1B) (S1 Table).

We then sought to understand the molecular pathways targeted by each kinase inhibitor that enhanced gemcitabine efficacy. For this, we took advantage of previously published work [7] that identified kinases whose activity is changed (reduced or increased) more than 50% by these eight small molecules (S2 Table) (Fig 1C). We will refer to these affected kinases as kinase hits, as they are directly targeted by the kinase inhibitor hits from our small molecule screen. 

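Expression of the kinase hits was read from RNA-seq of PANC1 cells, a human pancreatic carcinoma line, for which the authors deposited the FPKM (fragments per kilobase of transcript, scaled to the mapped depth of the library) of each gene in 2 vehicle-treated and 2 gemcitabine-treated libraries. S2 Table lists 297 kinase entries, of which 232 were changed by at least 1 inhibitor. Of these, 229 were matched by name to a gene of the deposited table, and 3 (IKBKE, KAPCG and MAP3K14) were not. The paper's text states no limit for calling a kinase expressed, so the minimum of 0.1 FPKM that its methods set among the criteria for differential expression was borrowed here. A mean of at least 0.1 FPKM in at least 1 of the conditions was reached by 200 entries, which stand for 194 distinct genes, and 29 entries stayed below it. Over the 200 expressed entries, the larger of the condition means had a median of 22.1 FPKM, with quartiles of 7.99 and 45.2 FPKM. The count moved most with a minimum of 1 FPKM, which 174 entries reached.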

Of the kinases that are affected by these drugs, 201 are expressed in PANC-1 cells. 

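The number of expressed kinase hits per inhibitor was obtained by joining S2 Table to the RNA-seq values of PANC1 cells. ERK inhibitor III has 0 changed kinases among the 297 entries of S2 Table, and therefore 0 among the 200 expressed hits. Akt inhibitor IV changed 2 kinases, both expressed. Aminopurvalanol A changed 38 kinases, of which 27 are expressed, the Cdk4 inhibitor 41, of which 37 are expressed, and the Syk inhibitor 68, of which 56 are expressed. S2 Table marks each kinase as changed or not and gives no replicate error.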

Surprisingly, the ERK inhibitor III did not affect any of the kinases in this assay that are expressed in PANC1. The lack of targets for this molecule could be due to the following technical reasons. First, only 87% of all human kinases were tested in [7], and the targets could have fallen in the remaining 13%. Second, in many instances, the kinases in the panel are not full length; as a result, inhibitors that act in an allosteric manner may be deemed ‘inactive’, although in the cellular context they may be affected by the kinase inhibitor. In contrast to the ERK inhibitor, some of the kinase inhibitors are highly promiscuous, including K-252a Nocardiopsis sp., SB 218078, and Gö 6976, each of which target more than half of the kinases. 

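Joined to the expression values, K-252a changed 176 of the 200 expressed kinase hits (88.0%), the SB compound changed 144 (72.0%) and the Gö compound changed 98 (49.0%). Out of all 297 entries of S2 Table, these inhibitors changed 207, 171 and 113. An expressed hit was changed by a median of 3 inhibitors. There were 44 expressed hits changed by 1 inhibitor alone and 54 changed by at least 4.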

Although a few kinases are targeted by multiple inhibitors, no clear pattern emerges that explains the inhibitors’ chemosensitization effect.

Since the biochemical data alone do not provide a clear picture of the pathways that sensitize cells to gemcitabine, we examined previously published genetic data to get a more complete picture of the mechanisms of gemcitabine sensitization. Specifically, we compared the kinase targets discussed above to a recent genome-wide siRNA experiment that identified numerous genes that, when silenced, led to modified sensitivity of PANC1 cells to gemcitabine treatment (at 50 nM gemcitabine, corresponding to an IC20) [8]. This study identified 212 genes whose knockdown alters gemcitabine sensitivity, and we term these genes genetic hits (S4 Table). We reasoned that while both the genetic and chemical screens have limitations, any overlapping targets between the two screens should provide high confidence hits. Although the kinase inhibitor screen and the siRNA screen tested for effects on the same phenotype of reduced cell survival, they had only 3 hits in common (of the 201 kinase hits and 212 genetic hits) (Fig 1D). The three genes that were revealed in both screens were WEE1, a tyrosine kinase that has previously been found to synergize with gemcitabine in a subset of pancreatic cancer xenografts [23], CHEK1, a key-regulator of cell-cycle that has been implicated in gemcitabine resistance in some pancreatic cell lines [24] and AURKA, a kinase involved in mitotic spindle function. Both CHEK1 and WEE1 passed a second round of stringent siRNA validation in [8]. Moreover, in an analogous kinase inhibitor screen, both WEE1 and CHEK1 were similarly identified as kinases whose activity when inhibited resulted in enhanced sensitivity to gemcitabine [6]. These independent studies suggest that both WEE1 and CHEK1 are bona fide enhancers of gemcitabine toxicity. However, while we observed a synergistic effect with inhibition of AURKA with gemcitabine, inhibition of AURKA was toxic even in the vehicle treatment, suggesting is it an essential gene and so it was not selected for secondary validation testing in [8].

To determine if the sensitization achieved by the eight small molecules identified in the kinase inhibitor screen could be fully attributed to CHEK1 and WEE1, we used the published kinase-target dataset to determine which small molecule affected which proteins. We found that four of the eight kinase inhibitors that enhanced gemcitabine cytotoxicity inhibited CHEK1: Syk inhibitor, SB 218078, K-252a Nocardiopsis sp. and Gö 6976. SB 218078 also inhibited WEE1. Therefore, it appears that four of the eight small molecules that enhanced sensitivity to gemcitabine may act, at least in part, by targeting CHEK1 and, in the case of SB 218078, also WEE1.

Although CHEK1 and WEE1 offer a parsimonious mechanism for enhanced sensitivity to gemcitabine achieved by four of the identified kinase inhibitors, they fail to explain the action of the remaining four small molecules, suggesting the existence of additional mechanisms for sensitization. Moreover, the example of SB217078, which targets both CHEK1 and WEE1, suggests that efficacy can be achieved by inhibiting multiple kinases at once that have combined downstream effects. Previous work shows examples of this in the context of gemcitabine-kinase inhibitor interactions [25], emphasizing the need for integrative methods to infer the underlying pathways of synergy with gemcitabine by leveraging information across the eight small molecules. Finally, a recent study to identify synergizers with gemcitabine in PANC1 cells has shown CHEK1-independent mechanisms that result in cellular death [8], further supporting our assumption of additional pathways of gemcitabine sensitization beyond CHEK1 and WEE1.

### Profiling of the gemcitabine response by RNA-seq and DNaseI-seq reveals complementary information to the kinase inhibitor screen

To accurately model the mechanisms of enhanced gemcitabine sensitivity elicited achieved by each of the eight identified small molecules, we set out to leverage information from complementary experiments that examine the response of pancreatic cancer cells to gemcitabine. For instance, gene expression measurements could reveal which small molecule targets (and which of the kinases’ substrates) are expressed, reducing the search space of predicted kinase targets to those that are active in pancreatic cancer. In addition, measuring changes in the epigenome combined with knowledge of gene expression changes in response to gemcitabine can identify transcription factors (TFs) that are activated or repressed to achieve gemcitabine-induced cell death, allowing us to prioritize kinases that influence these TFs. The importance of transcription factors in gemcitabine resistance is highlighted by a recent study [8] that identified the transcription factor vitamin D receptor (VDR) as a mediator of gemcitabine chemoresistance, through a novel mechanism that affected the homologous recombination repair pathway.

We measured changes in gene expression upon gemcitabine treatment in pancreatic cancer cell line PANC1 by RNA-seq (see Methods). 

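PANC1 cells were treated for 48 h with 50 nM gemcitabine, a nucleoside analogue that blocks DNA synthesis, or with vehicle (0.1% DMSO), and single-end RNA-seq libraries were made from 2 biological replicates of each. The authors aligned the reads to hg19 with Tophat2 and assigned them to the protein-coding genes of Gencode with Cuffdiff. Their deposited table gives, for each of 20461 genes in each library, an estimated fragment count that is not normalized and an FPKM summed over the isoforms of the gene. Reads that map to several places are shared out between genes, so not every fragment value is a whole number. Over all 20461 genes, with values of 0 included, 86.8% of the fragment values are whole. Reads outside protein-coding genes are not in the table. The vehicle libraries hold 15153598 and 15766232 fragments on genes, and the gemcitabine libraries 13194535 and 13275474. These totals are the depth behind the values given here, while the depth the paper states is of reads. A gene with 3 fragments, the upper limit that a count of 0 allows, corresponds to 0.190 to 0.227 CPM (counts scaled to the library total) across the 4 libraries, for counting error only. The replicates of each condition differed by more than the sampling noise, with a mean chi-square per gene of 2.17 between the vehicle libraries (13861 genes) and 5.16 between the gemcitabine libraries (14144 genes), so each was counted as a separate sample.
Fragment counts were rounded to whole numbers and scaled by edgeR's TMM method, with factors of 0.959 and 0.966 for the vehicle libraries and 1.05 and 1.03 for the gemcitabine libraries. The 14854 genes with at least 10 fragments over the 4 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, in place of Cuffdiff's test. The common biological coefficient of variation was 0.0522. As in the paper, a gene was called differentially expressed when its adjusted p was under 0.05, its fold change over 1.5, its mean expression at least 0.1 FPKM in 1 condition and the difference between the condition means at least 1 FPKM. The fold change was taken from edgeR, whereas a ratio of FPKM also moves when the mix of isoforms changes, since isoforms differ in length. On counts simulated from these libraries for 14703 genes, the test recovered 96.5% of 200 changed genes, and 5.85% of its calls were false. The simulated changes all exceeded the fold criterion and lay in genes above a minimum mean count. They were called on adjusted p alone, so these shares do not describe the calls made with all criteria.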

We sequenced two biological replicates treated with gemcitabine, and two untreated replicates, each at ~20 million reads. We identified 428 genes up-regulated upon gemcitabine treatment and 169 down-regulated genes (S6 Table). 

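With the fragment counts tested by edgeR, 845 genes were called higher after gemcitabine and 657 lower, so that 56.3% of the 1502 called genes rose. The split between rises and falls moved most with the scaling. With library totals in place of TMM, 1164 genes were called higher and 416 lower (73.7% higher), and the median log2 fold change of all tested genes went from 0.0068 to 0.12. DESeq2 called 721 genes higher and 620 lower, of which 1332 were also called by edgeR in the same direction. When limma was run on log2(FPKM + 1), 894 genes were called higher and 326 lower, with 913 shared.

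**Figure D1:**
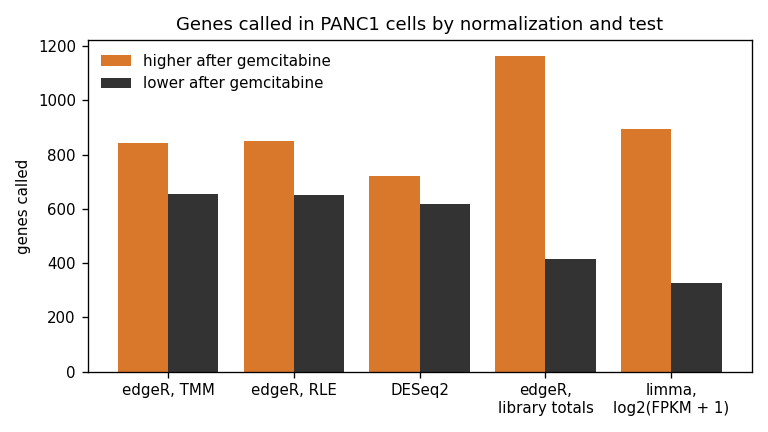
Number of genes called higher (orange) and lower (black) after gemcitabine in PANC1 cells, 2 libraries per condition, under 5 combinations of scaling and test with the same fold and FPKM criteria. With TMM 845 genes are higher and 657 lower, and with library totals 1164 are higher and 416 lower.

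Among called genes with a mean of at least 1 CPM, no library at 0 and no overlap between the conditions, the largest rise was that of ZBED2, from 3 and 5 fragments in the vehicle libraries to 59 and 42 after gemcitabine. Its log2 fold change was 3.73 (standard error 0.43, adjusted p = 1.20e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANKRD1, FOXS1, LRG1 and NEU4 followed, with log2 fold changes of 3.46, 3.19, 3.06 and 3.06. Each of these 5 genes had at most 12 fragments in a vehicle library. With 1 library left out at a time, the log2 fold change ranged from 2.45 to 4.38 for LRG1, from 2.94 to 4.33 for ANKRD1 and from 2.62 to 3.81 for NEU4. Among the falls, DDN fell by 2.44 and HPDL fell by 1.72 on the log2 scale. EGR1, on chromosome 5 of hg19 from 137801168 to 137804992, fell by 1.78, from 3383 and 3741 fragments to 990 and 932. TGIF2-RAB5IF, a readthrough gene that overlaps its neighbours, so that the counting could split reads between them, had 17 and 95 fragments in the vehicle libraries and 15 and 8 after gemcitabine. Its log2 fold change of -2.15 rests on 1 vehicle library, without which it was -0.49.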

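S7 Table lists the genes behind each Gene Ontology term that the study found enriched. Because the study picked these genes from its own differentially expressed genes in the same libraries, their changes are not independent evidence. Of the 41 genes listed under cell death, 40 were matched to the deposited table, all 40 had a log2 fold change above 0 after gemcitabine, and 33 were called higher. The median log2 fold change of the 40 was 0.88. Under programmed cell death, 28 of 35 matched genes were called higher (median log2 fold change 0.84), and under apoptosis 27 of 34 (median 0.83).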

As expected, genes that are activated are enriched for processes related to cellular death, including programmed cell death, consistent with the apoptotic effect induced by gemcitabine (Fig 2A) (S7 Table) [21]. 

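For the term immune response in S7 Table, a list the study chose from these libraries, 43 genes were matched and 38 of them were called higher after gemcitabine, with a median log2 fold change of 0.99. The gene with the largest rise among the interleukin genes examined was IL8 (now named CXCL8, on chromosome 4 of hg19 from 74606236 to 74609433), with 24 and 13 fragments in the vehicle libraries and 103 and 120 after gemcitabine. Its log2 fold change was 2.70 (standard error 0.28, adjusted p = 4.30e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out at a time it ranged from 2.30 to 3.25. IL1B rose from 19 and 15 fragments to 56 and 59, a log2 fold change of 1.86 with a standard error of 0.30. IL18 rose by 1.40, IL6 by 1.06 and IL32 by 0.98 on the log2 scale, with standard errors of 0.10, 0.11 and 0.12, and all of these genes were called. NFKB2, on chromosome 10 from 104153867 to 104162281, went from 723 and 714 fragments to 1250 and 1377, a log2 fold change of 0.98 (standard error 0.079, adjusted p = 4.84e-07 from the same test).
With edgeR, the rises of the receptor genes IL27RA and IL10RB were larger than the replicate error. They were not called, because the fold change did not exceed 1.5. IL27RA had a log2 fold change of 0.53 (adjusted p = 0.00139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with library totals, where its log2 fold change was 0.64. It missed the adjusted p threshold with limma on log2(FPKM + 1) (adjusted p = 0.0588) and on log2(FPKM + 0.1) (adjusted p = 0.0537). IL10RB had a log2 fold change of 0.58 (adjusted p = 6.43e-05 from edgeR's test), a fold change just under the limit, and was called with DESeq2. With 1 library left out at a time, IL27RA ranged from 0.42 to 0.63 and IL10RB from 0.55 to 0.62, on both sides of the limit.

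**Figure D2:**
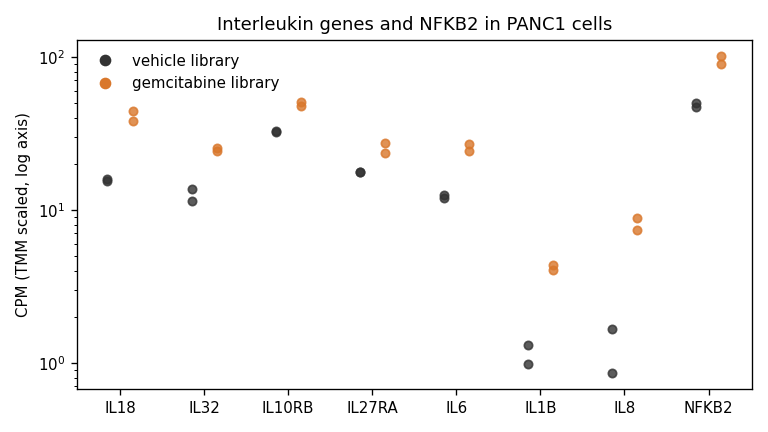
CPM after TMM scaling (log axis) for 7 interleukin and interleukin receptor genes and NFKB2, each point being 1 library (2 vehicle in black, 2 gemcitabine in orange). For every gene plotted, both gemcitabine libraries lie above both vehicle libraries, with the widest separation for IL8.

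A list of NF-kB target genes, written by hand from general knowledge after the supplementary tables had been read, was tested as a whole with limma's camera test. It held 25 tested genes, of which 11 are among the genes the study picked in S7 or S8 Table. Their median log2 fold change was 0.85 (adjusted p = 6.91e-09, Benjamini-Hochberg over 7 lists), 24 of the 25 rose and 14 were called higher. The 14 genes outside the study's tables had a median log2 fold change of 0.54, and 3 of them were called higher. An adjusted p under 0.05 was reached by 20 of the 25 over all genes tested, and by 20 when adjusted over the list alone. The shift of the list also passed the threshold under fry (adjusted p = 0.00457). With an estimated inter-gene correlation, where 4 libraries leave camera 2 residual degrees of freedom, no list of the 7 passed it. For the NF-kB list the estimate was 0.0692, against the preset 0.01 behind the first p-value.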

We also found enrichment for genes related to the “immune response” category, as differentially expressed genes include a set of interleukins (IL27RA, IL18, IL32, IL10RB, IL1B, IL6, IL8), as well as immune-related transcription factors such as NFKB2. Finally, genes down-regulated upon gemcitabine treatment are enriched for RNA processing and cell cycle (Fig 2A). 

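Among the genes S7 Table lists under RNA processing, again chosen by the study from these libraries, 23 were matched and 22 were called lower after gemcitabine, with a median log2 fold change of -0.94. For regulation of cell cycle, 10 of 10 matched genes were called lower (median -0.93). Hand-written lists of cell cycle genes, of which the study's tables hold few, moved less. Under library totals, their medians rose with the median of all genes, which was 0.12 in place of 0.0068. Of 39 DNA replication genes, 3 are in S7 or S8 Table, 7 were called lower and 0 higher, and their median log2 fold change was -0.21 (adjusted p = 0.00174 from limma's camera test, Benjamini-Hochberg over 7 lists) and -0.10 under library totals. The 36 genes outside the study's tables had a median of -0.15, with 4 called lower. An adjusted p under 0.05 was reached by 23 of the 39 over all genes tested and by 24 adjusted over the list alone. The shift held under fry (adjusted p = 0.0104). The 30 mitosis genes, 1 of them in the study's tables, did not shift detectably, with a median log2 fold change of -0.073 that became 0.036 under library totals (camera adjusted p = 0.342). Among them, 14 had an adjusted p under 0.05 over all genes tested and 16 adjusted over the list alone, with 2 called higher and 2 lower.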

The down-regulation of genes important for RNA processing pathways is consistent with previous work showing down-regulation of ribosomal RNA during gemcitabine treatment [26].

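Under ribosome biogenesis, S7 Table lists 18 genes, of which 17 were matched and 16 were called lower, with a median log2 fold change of -0.84. A wider list was made by a rule on names, namely UTP, NOP, NOL or RRP and a digit, or POLR1 and a letter. A gene entered when its current symbol, the study's symbol or any alias began in this way, so some members carry other symbols. The list held 76 tested genes, 11 of them in S7 or S8 Table. Of these 76, 29 were called lower and 1 higher, 6 had a log2 fold change above 0, and the median was -0.45 (adjusted p = 1.31e-14 from limma's camera test, Benjamini-Hochberg over 7 lists) and -0.34 under library totals. The 65 genes outside the study's tables had a median of -0.34, with 19 called lower. An adjusted p under 0.05 was reached by 57 of the 76 over all genes tested and by 61 adjusted over the list alone. The shift passed the threshold under fry (adjusted p = 0.00240). The paper relates the down-regulation of RNA processing genes to an earlier report that ribosomal RNA falls during gemcitabine treatment.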

**Fig 2:**
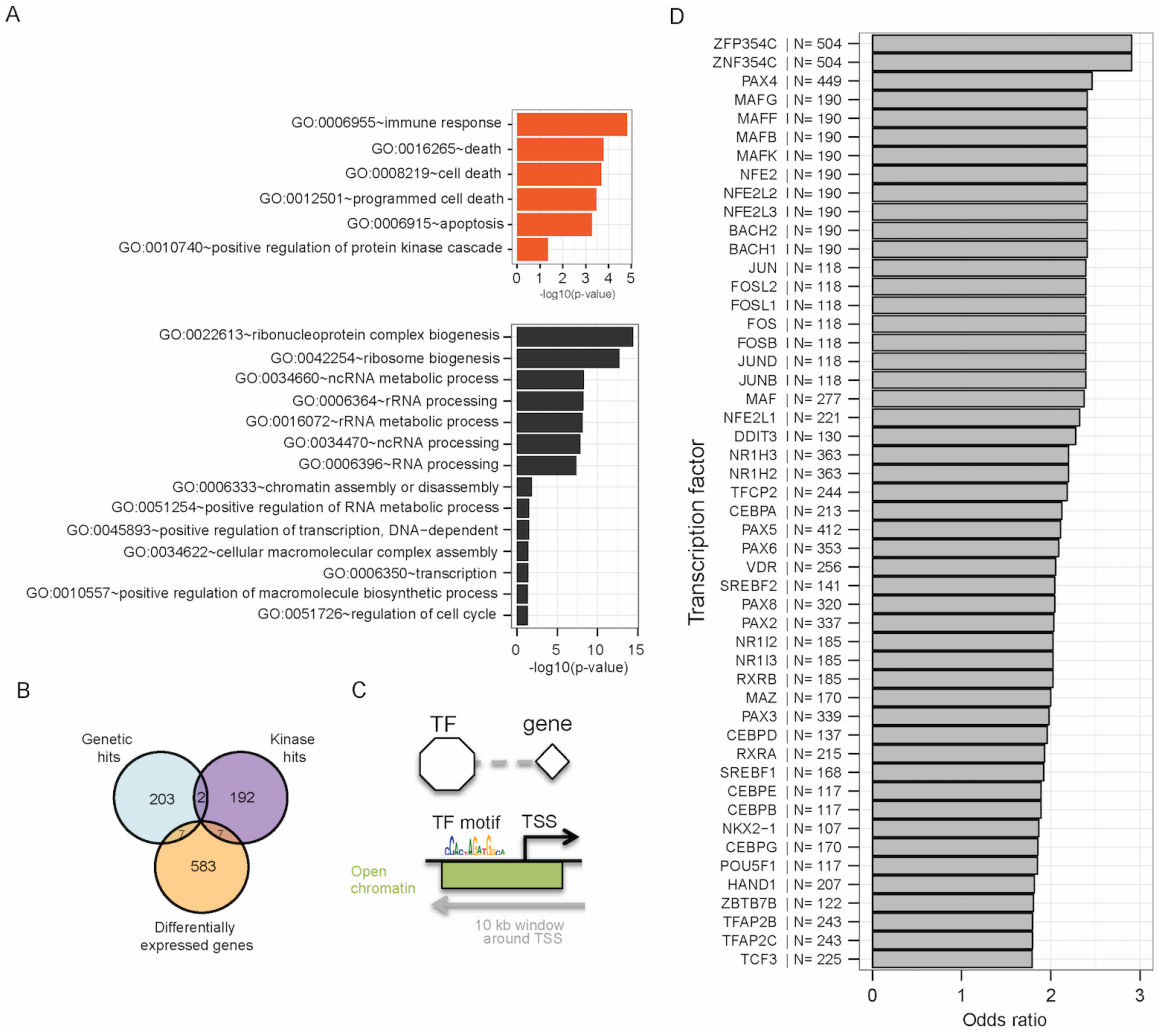
Profiling the transcriptional and epigenomic response to gemcitabine. We measured changes in gene expression upon treatment of PANC1 cells with gemcitabine by RNA-seq. To understand the gene regulatory changes in response to gemcitabine treatment, we profiled DNaseI hypersensitivity for gemcitabine and vehicle-treated PANC1 cells. A) GO enrichment analysis for genes changing expression in response to gemcitabine (at the top in orange are genes up-regulated upon drug treatment, below in black are the genes down-regulated). B) Overlap between the genes that change expression when treated with gemcitabine (differentially expressed genes), genetic modifiers of the gemcitabine resistance (genetic hits) and targets of our hit kinase inhibitors that sensitize cells to gemcitabine (kinase hits). We find a modest overlap between the three sets, a trend observed before when comparing complementary high-throughput profiling approaches [27]. C) Construction of a TF-DNA regulatory network using DNaseI hypersensitivity data collected for cells treated and untreated with gemcitabine. We called peaks on the DNaseI data (combined with existing data for the same cell line from the ENCODE project), and then scanned each peak for TF binding sites using Transfac motif matrices. We assign a TF-gene regulatory interaction if we find a TF motif in a DNaseI peak that is within 5kb of the gene’s transcription start site. D) Top 50 transcription factors enriched in the promoters of differentially expressed genes. For each transcription factor, we performed a Fisher’s Exact Test to ask whether we see an overrepresentation of the transcription factor’s associated motifs in the promoters of genes changing expression in response to gemcitabine, compared to its presence in all promoters harboring a DNaseI peak. Note: we show here only those TFs with motifs in promoters of more than 100 differentially expressed genes.

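The calls from edgeR were set against the hits of the screens with Fisher's exact test (2-sided), with the 14854 tested genes as the background. Of 193 tested genes that encode expressed kinase hits, 19 were differentially expressed, where 19.5 would be expected from the share of called genes (odds ratio 0.970, exact p = 1). The direction of this difference was not stable, since with the adjusted p criterion alone the odds ratio was 1.88 (exact p = 1.42e-05, 104 genes). For the genetic hits, S5 Table was used, which holds those kept as inputs of the network, because S4 Table was not held in full. Of 137 tested genes of S5 Table, 6 were differentially expressed, and 51 with the adjusted p criterion alone. Because S5 Table leaves out some differentially expressed genetic hits, such as ZFYVE19, PLXDC2 and C19orf48, no enrichment or depletion of the genetic hits is read from these counts.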

The genes that change in expression are mostly distinct from the genetic hits and the kinase hits previously identified (Fig 2B), a trend known to arise when comparing multiple ‘omics datasets describing the same system [27]. 

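Of the 19 differentially expressed kinase hits, 13 were higher and 6 lower after gemcitabine. They include PDGFRB, with a log2 fold change of 1.02 (standard error 0.073, adjusted p = 1.83e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), NUAK2 at 0.84 and MAP4K2 at 0.73, and the falls of CAMKK1 (-1.11) and EPHA7 (-0.79). MAP2K6 and DAPK3 rose by less than the required fold, with log2 fold changes of 0.39 (adjusted p = 0.00446) and 0.45 (adjusted p = 0.000334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and were not called. MAP2K6 was called when limma was run on log2(FPKM + 1), where its log2 fold change was 0.85. The other called kinase hits, named after their values were seen, include BRSK1, CAMKK2, CDK1, DAPK2, MYLK, PAK3, PIM3, PLK1, PLK3, PRKCH, RPS6KA2, SGK1 and STK10.
The 6 called genetic hits of S5 Table are ERRFI1, HINT2 and RFXAP, with log2 fold changes of 0.74, 0.67 and -0.71, and, named after their values were seen, GEM (0.89), CAPS2 (0.87) and ZNF397 (-0.98). Of further genetic hits that S5 Table does not hold, ZFYVE19 and PLXDC2 rose by 0.88 and 0.69 on the log2 scale and C19orf48 fell by 0.67, all called. C19orf48 was not called with library totals, where it fell by 0.56. IGFBP6 and SCPEP1, at 0.50 and 0.52, had adjusted p-values of 0.00198 and 0.000124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment but missed the fold criterion. Both were called with library totals. For IGFBP6, whether the fold criterion was missed with TMM scaling depends on 1 vehicle library. Its log2 fold change was then 0.68 without vehicle replicate 1, past the fold criterion, and 0.33 without vehicle replicate 2. The fold criterion was also missed by HINT2 (0.54), PLXDC2 (0.57) and RFXAP (-0.53) at the smallest of their values with 1 library left out.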

The set of genes identified by more than one assay are i) the genes that are both genetic hits and kinase hits CHEK1 and WEE1 described above; ii) the genetic hits that change expression upon treatment with gemcitabine HINT2, C19orf48, PLXDC2, ZFYVE19, IGFBP6, SCPEP1, ERRFI1 and iii) the kinase hits that change expression upon treatment with gemcitabine: CAMKK1, EPHA7, MAP4K2, MAP2K6, PDGFRB, NUAK2, DAPK3 (Fig 2B).

To effectively compare transcriptional changes with the pathways that give rise to gemcitabine sensitization, we sought to identify specific transcriptional regulators that could explain the observed changes in gene expression. To do so, we used epigenetic data to identify transcription factors that may bind in open chromatin regions nearby differentially expressed genes. Specifically, we identified open chromatin regions by using DNaseI-seq under the same conditions as those for the siRNA screening and RNA-seq (see Methods), and supplemented these regions with those derived from existing ENCODE DNaseI hypersensitivity data in the same cell type [15]. 

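DNaseI-seq cuts accessible chromatin in isolated nuclei with the enzyme DNaseI and sequences the released ends, so that peaks of reads mark open regions. The authors made 1 library from vehicle-treated and 1 from gemcitabine-treated (50 nM) PANC1 cells, under conditions the paper states to be those of its RNA-seq, in which the treatment lasted 48 h. They called peaks in each on hg19 with MACS at a p-value of 1e-05, and deposited each peak's position with the score MACS gave it. The lists hold 9606 vehicle peaks that cover 9079573 bp and 10695 gemcitabine peaks that cover 11550343 bp, with median widths of 889 and 1003 bp. The read depth of these libraries is unknown here, and with 1 library per condition no difference between the lists has a replicate check. Peaks were compared by position, with an overlap of at least 1 bp counted as shared. By this measure 57.7% of the vehicle peaks (95% Wilson interval 56.7% to 58.7%) and 51.8% of the gemcitabine peaks (50.9% to 52.8%) were shared, where the intervals cover counting error only. Peaks outside the overlap had lower scores, with medians of 61.0 against 83.5 in vehicle and 63.6 against 89.7 in gemcitabine. When only peaks with a score of at least 100 were kept, 45.7% of the gemcitabine peaks and 57.6% of the vehicle peaks were shared. The ENCODE regions were not used here. The paper joined all of these peaks into a master set, reasoning that this raises the sensitivity for open chromatin.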

In total we identified 117,904 open chromatin regions in PANC1 cells. 

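The deposited peaks of both conditions were placed relative to transcription start sites, taken from a later Gencode annotation on the same genome build than the one the authors used. A peak of either list lay within 5 kb of a start site for 368 of 833 genes called higher after gemcitabine (44.2%, 95% Wilson interval 40.8% to 47.6%) and for 312 of 643 called lower (48.5%, 44.7% to 52.4%). For the other 13035 tested genes with an annotated start, the share was 46.9% (46.0% to 47.8%), so the 3 intervals overlap. Within 1 kb the shares were 35.2%, 43.4% and 40.7%, and the interval of the genes called higher (32.0% to 38.5%) lay below those of the others. The groups were not matched on abundance, so this difference cannot be tied to the change in expression. Because the ENCODE regions are left out, more genes have an open region in the study's own set.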

We then scanned these regions for matches to transcription factor binding motifs from the TRANSFAC database [28], and assigned TF-gene regulatory interactions if a motif match was identified within 5kb of a differentially expressed gene’s transcription start site (TSS) (Fig 2C). Given this TF-gene network (S9 Table), we asked which TF motifs were enriched in the promoters of the genes differentially expressed in response to gemcitabine. Fig 2D shows the top 50 enriched TFs. We find the top enrichment for ZFP354C, ZNF354C, PAX4, MAF-related proteins and NFE2-related proteins. The set of enriched TFs also includes TFs previously reported to contribute to the response to gemcitabine including VDR and RXRA [8]. Finally, some TFs from the collection are genetic hits, as is the case for RFXAP, RUNX2, TBX5, SRF and VDR.

Equipped with four distinct datasets profiling either the response to gemcitabine (gene expression and epigenomic changes) or pinpointing key players in gemcitabine sensitization (kinase hits and genetic hits), we set out to build a network model that integrates the different datasets, and generates hypotheses for mechanisms of gemcitabine sensitization. We had two goals: i) to identify the multiple pathways by which the eight synergizing kinase inhibitors may work and ii) to produce a restricted set of genes amenable to future studies of gemcitabine sensitization.

### Using the SAMNet algorithm to link the transcriptional and epigenetic changes to upstream genetic and kinase hits through the protein-protein interaction network

We integrated the four datasets into a network model using the SAMNet algorithm [16]. Our goal was to identify biological pathways that connect the experimentally determined genes of interest via reported protein-protein interactions and predicted TF-gene interactions. This approach, summarized in Fig 3, relies on published protein-protein interaction data to provide physical links between the distinct proteins implicated in gemcitabine sensitization given the screens described above. Our protein-protein interactions were collected from [17] and scored using [18]. The TF-gene interactions were predicted using the epigenetic data as described above (Fig 2C).

**Fig 3:**
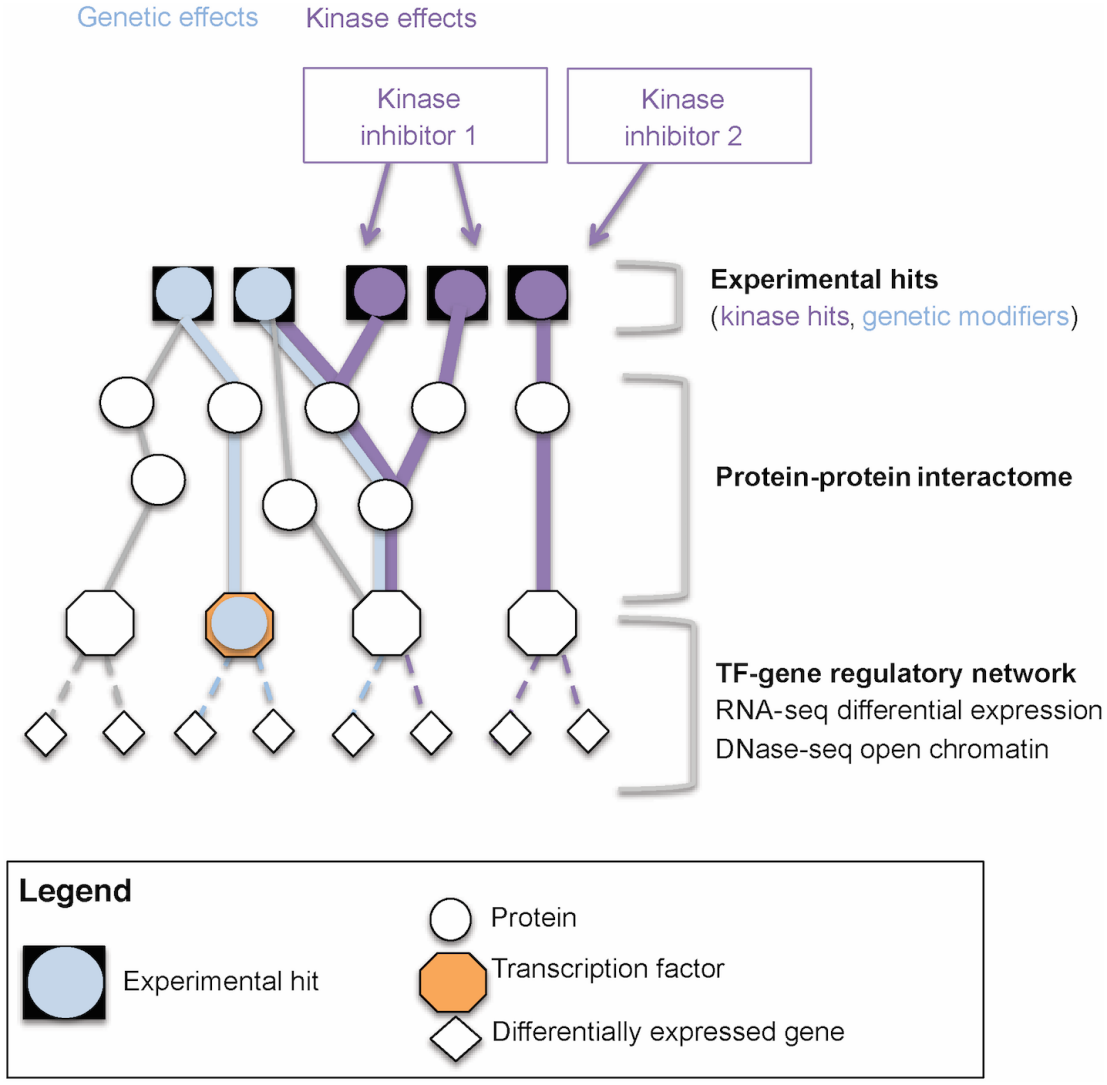
General approach for data integration using the SAMNet algorithm. We used the SAMNet algorithm to model the cellular response to gemcitabine. SAMNet uses as inputs i) kinases that are predicted to be targeted by the eight gemcitabine-synergizing kinase inhibitors discovered, ii) genetic modifiers of gemcitabine efficacy (genetic hits), iii) genes changing in expression upon gemcitabine treatment, and iv) a TF-gene network based on TF motif matches in open chromatin regions in the promoters of the differentially expressed genes. The SAMNet algorithm then connects the input kinases and genetic hits to the differentially expressed genes through the protein-protein and the TF-gene interactomes in a constrained optimization setting. To distinguish networks anchored in kinase target hits from those anchored in genetic hits, we defined two optimization problems (or commodities) that are solved simultaneously. These are depicted as purple and blue.

The algorithm starts with the kinase hits and genetic hits and uses a protein-protein interactome to link these hits to the transcription factors predicted to regulate genes differentially expressed upon gemcitabine treatment. The transcription factor genes are further connected to their putative target genes through the TF-gene regulatory interactions defined in the previous section. The SAMNet algorithm identifies pathways of interest by finding a subset of protein-protein and TF-gene interactions that connect the kinase hits and genetic hits (squares, Fig 3) to differentially expressed transcripts (diamonds, Fig 3). To simultaneously model both the effects of genetic hits and the effects of kinase hits we defined our input set of genes as two groups: a group of genetic hits and a group of kinase hits and then treated each group as independent “commodities” that must share the same paths through the network. Kinase hits were linked to their putative targets using the data from [7]. The algorithm tries to connect as many experimental inputs to the transcriptional changes while minimizing a penalty cost paid for each edge included in the network, proportional to the prior evidence of the interaction represented by that edge; this approach provides a sparse network that is focused on the molecules and interactions with the strongest support. Since this optimization is simultaneously performed for the genetic hits and the kinase hits, we obtain a two-commodity network, specifying for each included node and edge the proportion of commodity allocated for each edge. After removing those experimental hits that were not present in the protein-protein interaction network, we ran SAMNet with 171 kinase hits (S3 Table), 138 genetic hits (S5 Table), and 532 differentially expressed genes (S8 Table). 

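Of the 532 differentially expressed genes in S8 Table, 518 were matched to the deposited table and 517 were tested. The sign of edgeR's log2 fold change was that of S8 Table for 516 genes and the other for 1. Of the matched genes, 431 were called in the direction of S8 Table and 87 were not called, and 84 of the 87 have a positive value there. An adjusted p under 0.05 was still reached by 84 of the 87. The log2 fold change from the fragment counts was lower than the paper's value, with a median difference of -0.11 that became -0.0028 with library totals in place of TMM scaling, a comparison chosen after the values were seen.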

We obtained a network with 697 protein nodes connected through 831 edges (S1 Fig) (S10 Table), of which 115 nodes are shared between the genetic and the kinase commodities.

We then proceeded to check the network predictions in terms of i) biological processes overrepresented in the network and ii) specific genes included in the network. We performed a global GO enrichment analysis specifically on the nodes identified by SAMNet, while excluding our input nodes (genetic hits, kinase hits, differentially expressed genes). The main classes of biological processes enriched in our network (S11 Table) are: i) phosphorylation (p-value corrected for multiple hypothesis testing using the Bonferroni correction: 1.40E-08), ii) transcription (p-value: 2.13E-41), iii) apoptosis, cell cycle (p-value: 1.10E-17), iv) response to DNA damage (p-value: 2.48E-04), DNA repair (p-value: 0.02411934), DNA damage checkpoints (p-value: 0.011921177), v) proliferation, cell growth (p-value: 3.31E-17), vi) response to organic substance (p-value: 8.79E-13), response to radiation (p-value: 0.005290541), and vii) development (p-value: 5.10E-08). Some of these terms are to be expected, such as (i) and (ii), since our network is anchored on kinases on one end, and on transcription factors on the other end. However, the additional biological processes reveal a more comprehensive view of the identified network.

The enrichment for apoptosis, proliferation and DNA damage response, for example, supports the validity of our network, since gemcitabine’s mechanism of action involves apoptosis as a result of DNA damage. Indeed, analysis of subnetworks (Fig 4A) recovers the main pathway involved in gemcitabine action, DNA damage response. As an example, the cluster containing BRCA1 (Fig 4A) captures two distinct methods of responding to DNA damage. In this subnetwork we find mechanisms both for promoting apoptosis upon DNA damage and for escaping apoptosis. For instance, proteins involved in the S-phase checkpoint including ATR, BRCA1 and CDC5L support the action of gemcitabine, by induction of cell-cycle arrest and apoptosis upon DNA damage [29–31]. On the other hand, we also find proteins involved in double stranded DNA repair that in theory counters the effect of gemcitabine. For instance, RAD50 and MRE11A form a complex active in DNA damage repair by recombination [32].

**Fig 4:**
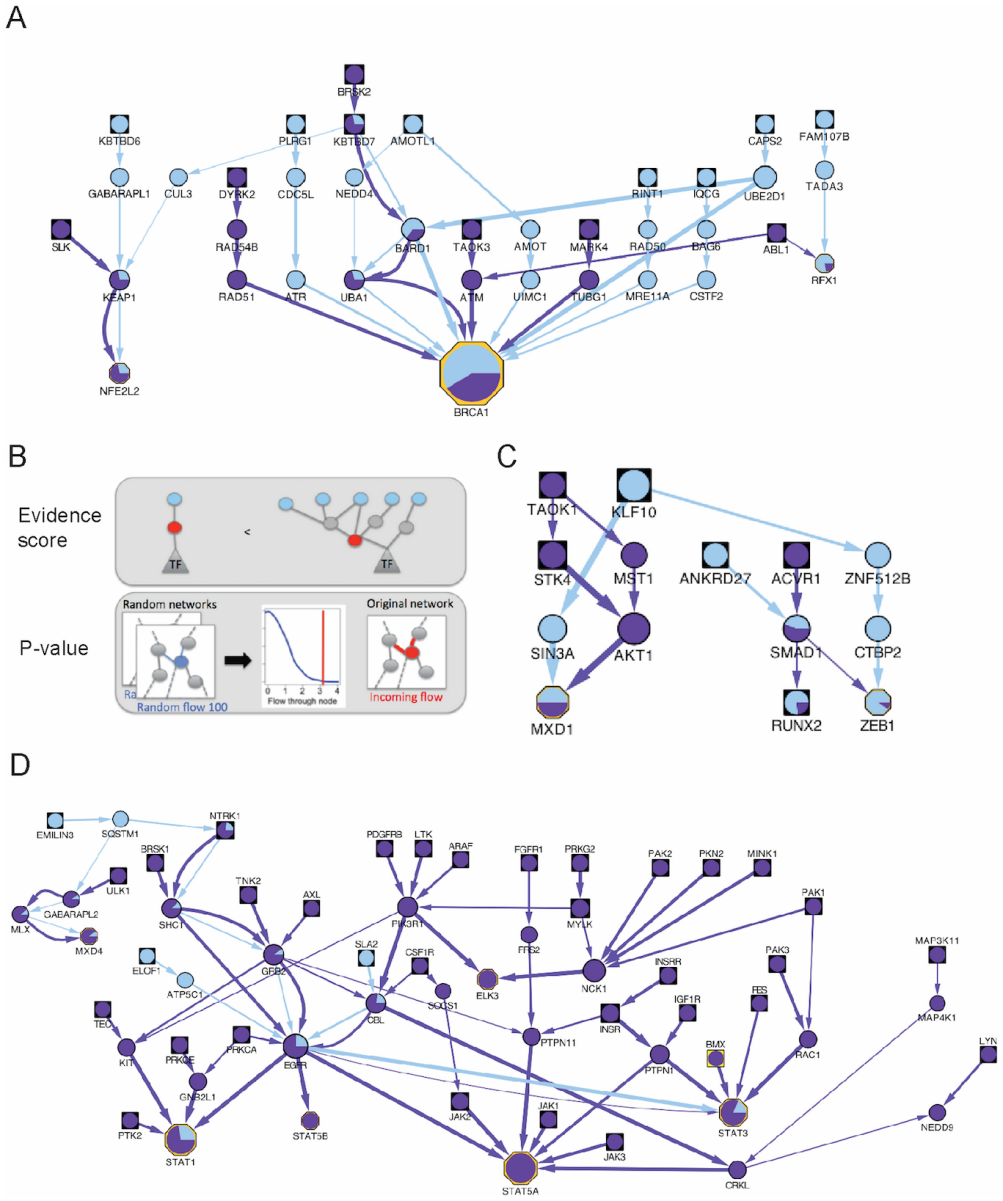
SAMNet network results. For displaying network results, we use the following graphical strategy. Node size scales with the flow passing through each node. Nodes are colored based on the proportion of flow they get from the two commodities: kinase hit (purple) and genetic hit (blue). Edge-width scales with the flow passing through each edge, and the color represents the commodity type (kinase or genetic hit). The node shape specifies whether the node is a TF (octagon), and whether it is an experimental input gene (square). A) Example subnetwork identified using SAMNet, involved in the DNA damage response. B) Strategy for identifying significant nodes from the network. We use two metrics to identify the most meaningful genes from the network: i) evidence score counting how many experimental inputs are connected to the gene and ii) a node p-value based on comparing the observed flow a node receives to the expected flow received in a set of 100 networks with random inputs. C) Subnetwork containing the significant nodes AKT1, MXD1, ZEB1 identified using our network method. D) Same as C), but containing significant nodes SHC1, ELK3, STAT5A, NCK1, PTPN1.

Additionally, several subnetworks recover known pathways of gemcitabine resistance including the epithelial to mesenchymal transition and histone deacetylation (S1 Fig). The epithelial to mesenchymal transition is manifested through proteins of the beta catenin pathway, a pathway previously reported to distinguish gemcitabine resistant from sensitive cells [33,34]. The role of histone deacetylation [35] is highlighted by four HDACs in our network, and confirmed by previous reports of gemcitabine sensitization upon combination treatment with histone deacetylase inhibitors [36].

Finally, we also find enrichment for development, differentiation and lymphoid and immune-related development. The enrichment for immune system development is in large part due to TFs and regulators/co-activators included in this GO category, such as STAT factors, PPARG, PML, NFKB2, TP53, RB1, SP1, TCF3, CEBPA, HOXA9, BCL6, EGR1, NCOA6 and SCAND1. Some of the genes in this category have been previously implicated in gemcitabine resistance and pancreatic cancer, suggesting that our network identifies highly meaningful gene sets for the cellular response to gemcitabine. For instance, NFKB2 (described in more detail the next section) is important for gemcitabine sensitization: inhibiting NFKB2 increases the gemcitabine cytotoxicity in pancreatic cancer cell lines BxPC2, Capan1 and PancTu1 [37].

### Highly ranked network nodes modify gemcitabine efficacy and suggest mechanisms of chemosensitization

We next sought to identify particular nodes in the network that would be of greatest relevance to gemcitabine sensitization. We began by assessing the statistical significance of nodes in our network. The network optimization method that we used is known in the computer science literature as “maximum-flow-minimum-cost;” the flow is an abstraction that is related to the importance of a node in connecting the hits from the screen to the differentially expressed genes. See reference [27] for details. To assess the significance of nodes we asked which nodes receive more flow than would be expected by chance (see Methods, Fig 4B). For this purpose, we generated 100 permuted inputs for the genetic commodity, and 100 permuted inputs for the kinase commodity, and ran SAMNet on each. This produced a distribution of values for each node in our original network representing the ‘flow’ that the algorithm allocates to the incoming and outgoing edges. As flow corresponds to the relative importance of that node in the overall network, we computed a p-value that represents the probability of achieving, under the null hypothesis, a flow equal or higher than the one observed in the real network. We then compared the significance of each node with the number of experimental hits connected to the node (directly or indirectly), which we refer to as the evidence score (Fig 4B). Selecting for targets with a flow p-value < 0.05 and an evidence score > 3 (S12 Table), we identified a set of putative targets for increasing pancreatic cancer killing upon gemcitabine treatment. Table 1 shows the 23 targets identified in this manner.

**Table 1:** Candidate gene targets from SAMNet.

Node	Evidence score	Pvalue (genetic)	Pvalue (kinase)
ZBTB7A	40	0.99	0.04
STAT5A	31	1	0.01
NKX2-1	16	1	0.02
ELK1	11	0.97	0.01
ELK3	9	0.99	0.01
NFKB2	8	0.01	0.89
TGIF1	8	0.31	0.01
IRF7	6	0.01	0.19
NCK1	6	0.97	0.01
TNFRSF11A	4	0.01	0.9
TRAF6	4	0.05	0.35
MUC1	4	0.99	0.05
MXD1	4	0.08	0.03
TLX2	3	0.01	0.84
YWHAH	3	0.01	0.24
ZEB1	3	0.04	0.07
AKT1	3	0.99	0.05
ZNF350	3	0.01	0.05
CRK	3	0.23	0.01
NFATC2	3	0.99	0.01
PRKCZ	3	0.98	0.01
PTPN1	3	0.99	0.01
SHC1	3	0.26	0.01

Several of the top targets are strongly supported by prior data. Among the significant network nodes 14/23 were supported by literature to be involved in pancreatic cancer (ELK1, ELK3, NFKB2, MXD1, NCK1, AKT1, YWHAH, STAT5A, TRAF6, MUC1, ZEB1, NFATC2, PRKCZ and SHC1). 8 additional genes, CRK, ZNF350, ZBTB7A, TGIF1, PTPN1, NKX2-1, IRF7 and TNFRSF11A have been linked to other cancers. Of these targets supported by literature to be involved in pancreatic cancer, 9/14 were previously implicated in gemcitabine resistance: NFKB2, AKT1, ZEB1, NFATC2, SHC1 and MUC1 modify gemcitabine resistance in pancreatic cancer, while ELK1 increases gemcitabine cytotoxicity in prostate cancer but has also been studied due to its transcription regulatory effect in pancreatic cancer. STAT5A, TRAF6 are over-expressed in pancreatic cancer cells resistant to gemcitabine [38]. In addition, of the genes involved in other cancers, 2/8 are related to gemcitabine: TGIF-1 modifies gemcitabine resistance in bladder cancer [39], and NKX2-1 higher expression increases gemcitabine cytotoxicity in lung cancer cells [40].

A detailed description of the literature support for the candidate genes can be found in (S13 Table). Below, we describe a few examples and the related hypotheses generated by our network model.

First, our network predictions include kinases expected to participate in the cellular response to gemcitabine. Among these kinases is AKT1 (Fig 4C). The effect of AKT1 inhibition on gemcitabine efficacy has been studied extensively. AKT inhibition through triciribine increases the anti-tumor efficacy of gemcitabine in a mouse xenograft model (xenografts from the human SU86 pancreatic cancer cell line), [41]. In addition, evodiamine, which targets AKT1 and PI3K, PKA, mTOR and PTEN sensitizes pancreatic cancer cells to gemcitabine [42]. On the other hand, AKT1 inhibition through arsenic trioxide (which targets a large set of genes) following gemcitabine treatment did not increase chemosensitivity in a Phase II clinical trial for pancreatic cancer [43]. Our networks include AKT1 even though it did not appear in our list of genetic or kinase hits. Interestingly, our kinase inhibitor screen did identify AKT inhibitor IV as a modifier of gemcitabine cytotoxicity, but this inhibitor works by inactivating AKT1 indirectly, through an upstream regulation mechanism [44].

Second, our network suggests additional gene products beyond kinases mediating chemoresistance to gemcitabine. For instance, one of our highly ranked nodes, NFKB2 (S1 Fig), a subunit of the NFKB transcription factor, has been previously found to be up-regulated in a dose-dependent fashion by gemcitabine, and its inhibition reduced gemcitabine resistance robustly across pancreatic cancer cell lines BxPC3, Capan1 and PancTu1 [37]. Similarly, ZEB1 (Fig 4C), a protein involved in the epithelial to mesenchymal transition already has an established role in gemcitabine resistance: its levels are inversely correlated with cellular response to gemcitabine, and silencing ZEB1 increases gemcitabine-induced apoptosis in pancreatic cancer cell lines PANC1, HS766T and Miapaca2 [34]. NFATC2, a transcription factor, when knocked down, increases the apoptosis induced by gemcitabine in PaTu-8988t pancreas adenocarcinoma cells [45]. In addition, knockdown by siRNA of adaptor protein SHC1 in pancreatic cancer cells reduces gemcitabine efficacy [46].

Our network also points to several new aspects of gemcitabine resistance in pancreatic cancer.

For instance, our network highlights NCK1 (Fig 4D), an adaptor protein that has many connections in the protein-protein interaction network. While such high-degree nodes can sometimes be false positives, our randomization strategy indicates that it is unlikely to occur in our networks by chance. NCK1 connects directly through protein interactions with four experimental hits. NCK1 has been demonstrated to affect pancreatic cancer migration but not growth [47] through EGFR, a protein to which our networks also link NCK1. Since invasiveness distinguishes gemcitabine-resistant from gemcitabine-sensitive cell lines [34], we hypothesize based on the network predictions that NCK1 affects the pancreatic cancer and gemcitabine resistance through invasiveness mechanisms.

In summary, our network approach allowed us to generate hypotheses for genes important for the response to gemcitabine, supported simultaneously by the kinase inhibitor data, genetic hits and transcriptional changes. Six of the significant nodes have already been confirmed to modify gemcitabine cytotoxicity specifically in pancreatic cancer, two more are up-regulated in gemcitabine-resistant pancreatic cancer cell lines, and five affect gemcitabine cytotoxicity in other cancers. The rest are as yet unconfirmed, and serve as starting points for future research.

## Discussion

We presented an integrative study of chemical screening data in the context of sensitization to gemcitabine chemotherapy in pancreatic cancer. We identified eight kinase inhibitors that increase gemcitabine efficacy, and studied their mechanisms of action by integrating their predicted target kinases with genetic, transcriptomic and epigenomic profiling resulting in a compact network, amenable to future detailed dynamic studies. There was little overlap among the top hits from these experiments, with no obvious common pathways that could explain the changes in gemcitabine sensitivity. However, we showed that by integrating these complementary data in a network setting such as with the SAMNet algorithm, we could recover coherent underlying biological processes.

A fundamental contribution of this study is the explicit modeling of the polypharmacology of small molecules, in our case kinase inhibitors. Many molecular therapeutics, even targeted ones, are highly promiscuous [48], and it is usually unclear which of the targets are responsible, alone or in combination, for the therapeutic benefits. Notably, the eight small molecules we found to sensitize cells to gemcitabine have been shown to affect 201 kinases. We hypothesized that more than one kinase targets of each inhibitor could contribute directly to the cellular response to gemcitabine and our network approach revealed pathways linking these proteins. Thus, the polypharmacology of those agents may sometimes be important for their function. Indeed, recent studies looking to repurpose clinical-stage drugs underscore the usefulness in exploiting the fact that small molecules affect potentially many genes at once [6,49,50]. Computational methods, such as the one presented here, provide a means to prioritize which of the hundreds of candidate kinases may affect phenotypic outcomes.

In addition to the methodological advancements, we reported key findings for understanding the response to gemcitabine chemotherapy in pancreatic cancer. First, we identified the genes that change in expression upon gemcitabine treatment in PANC1 cells using RNA-seq, allowing us to quantify more accurately changes in gene expression compared to previous microarray-based studies [51]. Moreover, our epigenomic and condition-specific DNaseI-seq profiling allowed us to trace key transcription factors that may be mediating the observed changes in gene expression. Second, our network approach recovered known modulators of gemcitabine resistance and suggested additional candidates. Finally, our network hypotheses associated these candidate genes to specific biological pathways, helping focus future studies.

To ultimately understand chemosensitization, one needs to study the intricate mechanisms of additivity, compensation and synergy between the genes involved. While this type of detailed understanding is not feasible on a genome-wide scale, it becomes tractable when focused on a subset of genes, which can be perturbed in combinations, and observed dynamically. We designed our analysis to identify precisely this subset of genes, which are now amenable to dynamic studies to elucidate the quantitative output of the network under perturbation conditions, through Boolean networks, differential equations, or QTL studies across individuals. Thus, we expect this study to serve as a starting point for future dynamic studies of gemcitabine sensitization.

Finally, we expect our method to be increasingly useful for the community in the context of the growing body of chemical screening datasets [1,2,52,53]. Kinase inhibitor screens are increasingly common, and our approach is a novel way to prioritize proteins and pathways for targeting. The fact that our method uses genetic, epigenomic and transcriptional profiling will not restrict its use, as there are publicly available datasets that can at least partially fill in this gap in other systems. For instance, baseline transcriptional data and epigenomic data are available from the ENCODE consortium [15] and the Roadmap Epigenomics consortium [54] projects. Cancer-specific RNAi and CRISPR-Cas9 screens are also available from the Achilles project [55]. Overall, our method will be a valuable tool to help interpret chemical screening data explicitly taking into account polypharmacology for improved understanding of drug action mechanisms.

## Supporting information

S1 Fig Full SAMNet network. Starting from the original obtained network, we split it into clusters using Cytoscape’s Community Cluster (GLay) clustering method.
(PDF) Click here for additional data file.

S2 Fig Parameter optimization for SAMNet. To choose the value of the gamma parameter, we gamma values of 14, 16, 18, 20 and 22. For each gamma setting, we considered the networks we obtain when leaving out a fraction (20%) of the inputs. We plot as a function of gamma the combined sensitivity (number of nodes from the original network captured in the fractional network) and specificity (number of nodes from the fractional network that were in the original network) for the comparison between the SAMNet result and the networks obtained from the fractional input. Based on this, we chose an optimal gamma value of 20.
(PDF) Click here for additional data file.

S1 Table Measurements for each kinase inhibitor when treating cells with gemcitabine vs vehicle control. (ZIP) Click here for additional data file.

S2 Table The set of kinases whose activity is changed by more than 50% by a kinase inhibitor found to synergize with gemcitabine. (ZIP) Click here for additional data file.

S3 Table Input to SAMNet: Kinases weighted by the maximum change in kinase activity by a kinase inhibitor found to synergize with gemcitabine. (ZIP) Click here for additional data file.

S4 Table List of genes whose knockdown modulates the response to gemcitabine, from the siRNA screen. (ZIP) Click here for additional data file.

S5 Table Input to SAMNet: Genetic hits, or genes whose knockdown modulates the response to gemcitabine, weighted by the change in growth observed with vs without the gemcitabine. (ZIP) Click here for additional data file.

S6 Table Differential expression analysis for PANC1 cells with and without gemcitabine treatment. (ZIP) Click here for additional data file.

S7 Table GO enrichment of differentially expressed genes. (ZIP) Click here for additional data file.

S8 Table Input to SAMNet: Differentially expressed genes, weighted by the absolute value of the log fold change. (ZIP) Click here for additional data file.

S9 Table Transcription factor to gene assignments, based on motif scanning in DNaseI sites in gene promoters. (ZIP) Click here for additional data file.

S10 Table Obtained network from SAMNet. (ZIP) Click here for additional data file.

S11 Table GO enrichment of the network obtained from SAMNet. (ZIP) Click here for additional data file.

S12 Table Table containing p-values for each node in the SAMNet network based on permutations. (ZIP) Click here for additional data file.

S13 Table Detailed description of literature support for candidate genes from SAMNet. (PDF) Click here for additional data file.

# Supplementary material for: Network modeling of kinase inhibitor polypharmacology reveals pathways targeted in chemical screens
**Source:** PLoS One. 2017 Oct 12;12(10):e0185650. doi: 10.1371/journal.pone.0185650
**Supplement:** S13 Table

| Gene   | Gene description                     | Finding                                                                                                                                                                                                                                                                                                              | Organism/<br>cell line                                                                                                                                   | Involved in<br>gem<br>response? | Involved in<br>pancreatic<br>cancer? | Citation |
|--------|--------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------|--------------------------------------|----------|
| AKT1   | Kinase                               | AKT1 inhibition through triciribine combined with gemcitabine leads to increased cell death compared to gemcitabine alone.                                                                                                                                                                                           | Mouse xenograft (xenograft from the human pancreatic cancer cell line SU86)                                                                              | Yes                             | Yes                                  | [1]      |
|        |                                      | Evodiamine, which targets AKT1 and PI3K, PKA, mTOR and PTEN sensitizes pancreatic cancer cells to gemcitabine.                                                                                                                                                                                                       | Pancreatic tumors implanted in mice                                                                                                                      |                                 |                                      | [2]      |
|        |                                      | AKT1 inhibition through arsenic trioxide (which targets a large set of genes) following gemcitabine treatment did not increase chemosensitivity in a Phase II clinical trial for pancreatic cancer                                                                                                                   | Clinical trial                                                                                                                                           |                                 |                                      | [3]      |
| NFKB2  | Subunit of NFKB transcription factor | Inhibiting NFKB2 increases the level of apoptosis produced by treatment with gemcitabine.                                                                                                                                                                                                                            | Pancreatic cancer cell lines BxPC3, Capan1, PancTu1                                                                                                      | Yes                             | Yes                                  | [4]      |
| ZEB1   | Transcription factor                 | Comparing a set of 9 pancreatic cancer cell lines to distinguish which cells are most sensitive to gemcitabine, the authors find ZEB1 expression inversely correlates with the level of apoptosis induced by gemcitabine.<br><br>Knocking down ZEB1 via siRNA increases the levels of gemcitabine-induced apoptosis. | Pancreatic cell lines SU8686, CFPAC1, L3.6P1, BxPC3, Aspc1, Mpanc96, PANC1, Miapaca2, HS766T<br><br>Pancreatic cancer cell lines PANC1, HS766T, Miapaca2 | Yes                             | Yes                                  | [5]      |
| NFATC2 | Transcription factor                 | Knocking down NFATC2 via siRNA + treatment                                                                                                                                                                                                                                                                           | Pancreatic cancer cell                                                                                                                                   | Yes                             | Yes                                  | [6]      |

|                |                             |                                                                                                                                                                                                                                       |                                                                                                                                  |             |                  |      |
|----------------|-----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------|-------------|------------------|------|
|                |                             | <p>with gemcitabine produces more apoptosis than siRNA control + treatment with gemcitabine.</p> <p>Overexpression of NFATC2 + treatment with gemcitabine produces less apoptosis than siRNA control+ treatment with gemcitabine.</p> | line PaTu-8988t                                                                                                                  |             |                  |      |
| SHC1           | Adaptor protein             | Knocking down SHC1 via siRNA + treatment with gemcitabine produces less apoptosis than siRNA control + treatment with gemcitabine.                                                                                                    | Pancreatic cancer cell lines PANC1, AsPC1                                                                                        | Yes         | Yes              | [7]  |
| MUC1           | membrane mucin glycoprotein | Ectopic expression of MUC1 increases resistance to gemcitabine in a pancreatic cancer cell line                                                                                                                                       | Pancreatic cancer cell line BxPC3                                                                                                | Yes         | Yes              | [8]  |
| ELK1           | Transcription factor        | Inactivation of ELK1 via silodosin decreased gemcitabine cytotoxicity                                                                                                                                                                 | Prostate cancer cells                                                                                                            | Yes         | No, other cancer | [9]  |
|                |                             | ELK1 is involved in transcriptional regulation and chromatin remodeling at the MYC promoter, resulting in activation of the MYC oncogene.                                                                                             | Pancreatic cancer cell line PANC1                                                                                                | No          | Yes              | [10] |
| NKX2-1 (TTF-1) | Transcription factor        | Higher expression of NKX2-1 increases gemcitabine cytotoxicity.                                                                                                                                                                       | Lung cancer cell line NCI-H1299                                                                                                  | Yes         | No, other cancer | [11] |
| TGIF-1         | Transcription factor        | <p>TGIF-1 overexpression leads to decreased cytotoxicity of gemcitabine.</p> <p>Trichostatin A treatment reduces TGIF-1, and synergizes with gemcitabine.</p>                                                                         | <p>Bladder cancer cell line NTUB1</p> <p>NTUB1 cells continuously treated with gemcitabine such that they develop resistance</p> | Yes         | No, other cancer | [12] |
| PTPN1          | Protein                     | PTPN1 expression                                                                                                                                                                                                                      | Breast                                                                                                                           | Correlative | No, other        | [13] |

|          |                      |                                                                                                                                                                                                                                     |                                                                                                                                                 |                      |                   |      |
|----------|----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|----------------------|-------------------|------|
| (PTP-1B) | tyrosine phosphatase | correlates with gemcitabine resistance.                                                                                                                                                                                             | cancer cell lines                                                                                                                               |                      | cancer            |      |
| STAT5A   | Transcription factor | Comparing a set of 15 pancreatic cancer cell lines to distinguish which cells are most sensitive to gemcitabine, the authors find TRAF6 is relatively overexpressed in gemcitabine resistant cells.                                 | Pancreatic cancer cell lines A818.4, AsPc-1, CFPAC-1, FA6, Hs766T, MDAPanc-3, MiaPaCa-2, PANC-1, PaTu-I, RWP-1, Suit-2, PK1, PK9, and PK59 T3M4 | Correlative          | Yes               | [14] |
| TRAF6    | Signaling            | Comparing a set of 15 pancreatic cancer cell lines to distinguish which cells are most sensitive to gemcitabine, the authors find TRAF6 is relatively overexpressed in gemcitabine resistant cells.                                 | Pancreatic cancer cell lines A818.4, AsPc-1, CFPAC-1, FA6, Hs766T, MDAPanc-3, MiaPaCa-2, PANC-1, PaTu-I, RWP-1, Suit-2, PK1, PK9, and PK59 T3M4 | Correlative          | Yes               | [14] |
| ELK3     | Transcription factor | Overexpressing ELK3 reduces cell growth in pancreatic cancer cells.                                                                                                                                                                 | Pancreatic cell line BxPC3                                                                                                                      | Not to our knowledge | Yes               | [15] |
| NCK1     | Adaptor protein      | NCK1 is necessary for cell migration induced through EGFR.                                                                                                                                                                          | Pancreatic cancer cell line FG                                                                                                                  | Not to our knowledge | Yes               | [16] |
| MXD1     | Transcription factor | Upregulation of MXD1 via repression of miR-202 (that would otherwise repress MXD1) increases apoptosis in pancreatic cancer cells.<br><br>This increased expression of MXD1 increased its binding to SIN3A, resulting in apoptosis. | Pancreatic cancer cell line PANC1                                                                                                               | Not to our knowledge | Yes               | [17] |
| CRK      | Adaptor protein      | In patient samples, CRK is expressed at higher levels in more advanced                                                                                                                                                              | Lung cancer, breast cancer,                                                                                                                     | Not to our knowledge | No, other cancers | [18] |

|                  |                                                                        |                                                                                                                                                                                                                                            |                                                                                   |                                                  |                                                          |                  |
|------------------|------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|--------------------------------------------------|----------------------------------------------------------|------------------|
|                  |                                                                        | stages of cancer.                                                                                                                                                                                                                          | glioblastoma                                                                      |                                                  |                                                          |                  |
| YWHAH            | Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase Activation Protein | YWHAH interacts with gremlin1.<br><br>Gremlin 1 is overexpressed in pancreatic cancer.                                                                                                                                                     | Human embryonic kidney cell line HEK293<br><br>Patient samples                    | Not to our knowledge                             | Yes                                                      | [19]             |
| ZNF350           | Transcription factor                                                   | A SNP in ZNF350 is associated with breast cancer in Caucasian populations.                                                                                                                                                                 | Genetic association study in patients with breast and ovarian cancer vs controls  | Not to our knowledge                             | No, other cancers                                        | [20]             |
| TNFRSF11A (RANK) | TNF receptor                                                           | RANK overexpression activates NFkB.<br><br>Review of RANK roles in cancer and metastasis                                                                                                                                                   | Human dendritic cells<br><br>Multiple cancers                                     | Not to our knowledge<br><br>Not to our knowledge | No cancer context in this paper<br><br>No, other cancers | [21]<br><br>[22] |
| ZBTB7A           | Transcription factor                                                   | Many roles in different cancers:<br><br>Inactivating mutations in the zinc finger domain of ZBTB7A increase cellular proliferation.<br><br>Knockdown of ZBTB7A via siRNA in gastric cancer prevents cell migration and invasion phenotypes | Colon cancer cells SW48<br><br>Gastric cancer cells                               | Not to our knowledge                             | No, other cancers                                        | [23]<br><br>[24] |
| IRF7             | Transcription factor                                                   | Overexpression of IRF7 reduces metastasis                                                                                                                                                                                                  | Mouse model with mammary gland tumor that metastasizes to the bone                | Not to our knowledge                             | No, other cancer                                         | [25]             |
| TLX2             | Transcription factor                                                   | No conclusive studies about TLX2 in cancer                                                                                                                                                                                                 |                                                                                   |                                                  |                                                          |                  |
| PRKCZ            | Kinase                                                                 | In S2-CP9 cells, inhibition of PRKCZ reduces cell adhesion, preventing cell migration.                                                                                                                                                     | Pancreatic cancer cell line SUI-2 clones S2-m (little metasis) and S2-CP9 (highly | Not to our knowledge                             | Yes                                                      | [26]             |

|  |  |  |             |  |  |  |
|--|--|--|-------------|--|--|--|
|  |  |  | metastatic) |  |  |  |
|--|--|--|-------------|--|--|--|

#### References:

- [1] J. Hou and L. Wang, "FKBP5 as a selection biomarker for gemcitabine and Akt inhibitors in treatment of pancreatic cancer.," *PLoS One*, vol. 7, no. 5, p. e36252, Jan. 2012.
- [2] W.-T. Wei, H. Chen, Z.-H. Wang, Z.-L. Ni, H.-B. Liu, H.-F. Tong, H.-C. Guo, D.-L. Liu, and S.-Z. Lin, "Enhanced antitumor efficacy of gemcitabine by evodiamine on pancreatic cancer via regulating PI3K/Akt pathway.," *Int. J. Biol. Sci.*, vol. 8, no. 1, pp. 1–14, Jan. 2012.
- [3] H. L. Kindler, M. Aklilu, S. Nattam, and E. E. Vokes, "Arsenic trioxide in patients with adenocarcinoma of the pancreas refractory to gemcitabine: a phase II trial of the University of Chicago Phase II Consortium.," *Am. J. Clin. Oncol.*, vol. 31, no. 6, pp. 553–6, Dec. 2008.
- [4] A. Arlt, A. Gehrz, S. Mürköster, J. Vorndamm, M.-L. Kruse, U. R. Fölsch, and H. Schäfer, "Role of NF-kappaB and Akt/PI3K in the resistance of pancreatic carcinoma cell lines against gemcitabine-induced cell death.," *Oncogene*, vol. 22, no. 21, pp. 3243–51, May 2003.
- [5] T. Arumugam, V. Ramachandran, K. F. Fournier, H. Wang, L. Marquis, J. L. Abbruzzese, G. E. Gallick, C. D. Logsdon, D. J. McConkey, and W. Choi, "Epithelial to mesenchymal transition contributes to drug resistance in pancreatic cancer.," *Cancer Res.*, vol. 69, no. 14, pp. 5820–8, Jul. 2009.
- [6] H. Griesmann, S. Ripka, M. Pralle, V. Ellenrieder, S. Baumgart, M. Buchholz, C. Pilarsky, D. Aust, T. M. Gress, and P. Michl, "WNT5A-NFAT signaling mediates resistance to apoptosis in pancreatic cancer.," *Neoplasia*, vol. 15, no. 1, pp. 11–22, Jan. 2013.
- [7] S. Hamada, A. Masamune, S. Miura, K. Satoh, and T. Shimosegawa, "MiR-365 induces gemcitabine resistance in pancreatic cancer cells by targeting the adaptor protein SHC1 and pro-apoptotic regulator BAX.," *Cell. Signal.*, vol. 26, no. 2, pp. 179–85, Feb. 2014.
- [8] S. Nath, K. Daneshvar, L. D. Roy, P. Grover, A. Kidiyoor, L. Mosley, M. Sahraei, and P. Mukherjee, "MUC1 induces drug resistance in pancreatic cancer cells via upregulation of multidrug resistance genes.," *Oncogenesis*, vol. 2, p. e51, Jan. 2013.
- [9] T. Kawahara, A. K. Aljarah, H. K. Shareef, S. Inoue, H. Ide, J. D. Patterson, E. Kashiwagi, B. Han, Y. Li, Y. Zheng, and H. Miyamoto, "Silodosin inhibits prostate cancer cell growth via ELK1 inactivation and enhances the cytotoxic activity of gemcitabine.," *Prostate*, Feb. 2016.
- [10] A. Köenig, T. Linhart, K. Schlengemann, K. Reutlinger, J. Wegele, G. Adler, G. Singh, L. Hofmann, S. Kunsch, T. Büch, E. Schäfer, T. M. Gress, M. E. Fernandez-Zapico, and V. Ellenrieder, "NFAT-induced histone acetylation relay switch promotes c-Myc-dependent growth in pancreatic cancer cells.," *Gastroenterology*, vol. 138, no. 3, pp. 1189–99–2, Mar. 2010.
- [11] L. Yang, M. Lin, W. Ruan, L. Dong, E. Chen, X. Wu, and K. Ying, "Nkx2-1: a novel tumor biomarker of lung cancer.," *J. Zhejiang Univ. Sci. B*, vol. 13, no. 11, pp. 855–66, Nov. 2012.

- [12] B.-W. Yeh, W.-M. Li, C.-C. Li, W.-Y. Kang, C.-N. Huang, T.-C. Hour, Z.-M. Liu, W.-J. Wu, and H.-S. Huang, "Histone deacetylase inhibitor trichostatin A resensitizes gemcitabine resistant urothelial carcinoma cells via suppression of TG-interacting factor.," *Toxicol. Appl. Pharmacol.*, vol. 290, pp. 98–106, Jan. 2016.
- [13] K. Shen, S. D. Rice, D. A. Gingrich, D. Wang, Z. Mi, C. Tian, Z. Ding, S. L. Brower, P. R. Ervin, M. J. Gabrin, G. Tseng, and N. Song, "Distinct genes related to drug response identified in ER positive and ER negative breast cancer cell lines.," *PLoS One*, vol. 7, no. 7, p. e40900, Jan. 2012.
- [14] M. Akada, T. Crnogorac-Jurcevic, S. Lattimore, P. Mahon, R. Lopes, M. Sunamura, S. Matsuno, and N. R. Lemoine, "Intrinsic chemoresistance to gemcitabine is associated with decreased expression of BNIP3 in pancreatic cancer.," *Clin. Cancer Res.*, vol. 11, no. 8, pp. 3094–101, Apr. 2005.
- [15] B. Li, P. Ni, Q. Zhu, H. Cao, H. Xu, S. Zhang, C. Au, and Y. Zhang, "Growth inhibitory effect of the ternary complex factor Net on human pancreatic carcinoma cell lines.," *Tohoku J. Exp. Med.*, vol. 216, no. 2, pp. 139–47, Oct. 2008.
- [16] M. Huang, S. Anand, E. A. Murphy, J. S. Desgrosellier, D. G. Stupack, and S. J. Shattil, "EGFR-dependent pancreatic carcinoma cell metastasis through Rap1 activation," vol. 31, no. 22, pp. 2783–2793, 2011.
- [17] L. Farhana, M. I. Dawson, and J. A. Fontana, "Down regulation of miR-202 modulates Mxd1 and Sin3A repressor complexes to induce apoptosis of pancreatic cancer cells.," *Cancer Biol. Ther.*, vol. 16, no. 1, pp. 115–24, Jan. 2015.
- [18] S. Kumar, J. E. Fajardo, R. B. Birge, and G. Sriram, "Crk at the quarter century mark: perspectives in signaling and cancer.," *J. Cell. Biochem.*, vol. 115, no. 5, pp. 819–25, May 2014.
- [19] H. Namkoong, S. M. Shin, H. K. Kim, S.-A. Ha, G. W. Cho, S. Y. Hur, T. E. Kim, and J. W. Kim, "The bone morphogenetic protein antagonist gremlin 1 is overexpressed in human cancers and interacts with YWHAH protein.," *BMC Cancer*, vol. 6, no. 1, p. 74, Jan. 2006.
- [20] M. E. Sehl, L. R. Langer, J. C. Papp, L. Kwan, J. L. Seldon, G. Arellano, J. Reiss, E. F. Reed, S. Dandekar, Y. Korin, J. S. Sinsheimer, Z.-F. Zhang, and P. A. Ganz, "Associations between single nucleotide polymorphisms in double-stranded DNA repair pathway genes and familial breast cancer.," *Clin. Cancer Res.*, vol. 15, no. 6, pp. 2192–203, Mar. 2009.
- [21] D. M. Anderson, E. Maraskovsky, W. L. Billingsley, W. C. Dougall, M. E. Tometsko, E. R. Roux, M. C. Teepe, R. F. DuBose, D. Cosman, and L. Galibert, "A homologue of the TNF receptor and its ligand enhance T-cell growth and dendritic-cell function.," *Nature*, vol. 390, no. 6656, pp. 175–179, Nov. 1997.
- [22] E. González-Suárez and A. Sanz-Moreno, "RANK as a therapeutic target in cancer," *FEBS J.*, vol. 283, no. 11, pp. 2018–2033, Jun. 2016.
- [23] X.-S. Liu, Z. Liu, C. Gerarduzzi, D. E. Choi, S. Ganapathy, P. P. Pandolfi, and Z.-M. Yuan, "Somatic human ZBTB7A zinc finger mutations promote cancer progression.," *Oncogene*, Oct. 2015.
- [24] D.-B. Shi, Y.-W. Wang, A.-Y. Xing, J.-W. Gao, H. Zhang, X.-Y. Guo, and P. Gao, "C/EBP $\alpha$ -induced miR-100 expression suppresses tumor metastasis and

growth by targeting ZBTB7A in gastric cancer.," *Cancer Lett.*, vol. 369, no. 2, pp. 376–85, Dec. 2015.

- [25] B. N. Bidwell, C. Y. Slaney, N. P. Withana, S. Forster, Y. Cao, S. Loi, D. Andrews, T. Mikeska, N. E. Mangan, S. A. Samarajiwa, N. A. de Weerd, J. Gould, P. Argani, A. Möller, M. J. Smyth, R. L. Anderson, P. J. Hertzog, and B. S. Parker, "Silencing of Irf7 pathways in breast cancer cells promotes bone metastasis through immune escape," *Nat. Med.*, vol. 18, no. 8, pp. 1224–1231, Jul. 2012.
- [26] M. Della Peruta, C. Giagulli, C. Laudanna, A. Scarpa, and C. Sorio, "RHOA and PRKCZ control different aspects of cell motility in pancreatic cancer metastatic clones.," *Mol. Cancer*, vol. 9, no. 1, p. 61, Jan. 2010.

How the deposited data were processed for this re-analysis (not part of the article)

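RNA-seq was analysed for PANC1 cells treated with vehicle (0.1% DMSO, 2 libraries) or 50 nM gemcitabine (2 libraries) for 48 h, and DNaseI-seq for 1 vehicle and 1 gemcitabine library. Conditions were taken from the sample labels and the paper's methods, which give the same dose. The paper states that DNaseI-seq was done under the same conditions as the siRNA screen and RNA-seq, without repeating the time. No limit for an expressed kinase is stated in the paper's text, and 0.1 FPKM was borrowed from its criteria for differential expression.

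For RNA-seq, the authors aligned single-end reads to hg19 with Tophat2, and Cuffdiff assigned them to the protein-coding genes of Gencode with a minimum of 10 reads per gene. The deposited table holds estimated counts, that is, the fragments assigned to each gene in each library. The counts are fractions where reads map to several places (86.8% of the values, with those of 0 included, are whole). The table also holds FPKM, which the authors obtained from Cuffdiff. FPKM is fragments per kilobase of transcript, scaled to the mapped fragments of the library and summed over a gene's isoforms. The 2 further columns with values scaled by Cuffdiff were not used. Cuffdiff marks 275 of the 20461 genes as failed in at least 1 library, and these were kept. The table numbers the libraries of each condition with an index that cannot be tied to the replicate numbers of the labels, so replicate numbers here only tell the libraries apart. For DNaseI-seq, the authors called peaks with MACS in each condition at a p-value of 1e-05 on hg19, and the deposited lists give each peak's position and a score. The score equals -10 times log10 of the p-value, as its minimum of 50 shows, and was used only to rank and filter peaks within a list.

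Gene identifiers were matched by Ensembl ID to current names for 19619 genes, 14 more were named from S6 Table, and 828 have no name. S6 Table was held only in its first 1999 rows and was used for no set test. S4 Table was not held in full, so the genetic hits set against the calls are those of S5 Table, which holds only network inputs.

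Estimated counts were rounded to whole numbers. The library totals, 15153598 and 15766232 fragments for vehicle and 13194535 and 13275474 for gemcitabine, put a count of 3 fragments at 0.190 to 0.227 CPM. Genes with at least 10 fragments over the 4 libraries (14854) were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM scaling, with Benjamini-Hochberg adjustment and no covariate. Cuffdiff itself was not run. A gene was called when its adjusted p was under 0.05, its fold change over 1.5, its mean FPKM at least 0.1 in 1 condition and the difference of mean FPKM at least 1. Standard errors were derived from the fold change and the F statistic. A second count used the fold and FPKM criteria alone, with the ratio of mean FPKM and no test. The test was checked on counts simulated from these libraries for 14703 genes with 200 changed. There edgeR recovered 96.5% with 5.85% of its calls false, and DESeq2 recovered 90.5% with 1.63% false. On 14524 simulated genes limma recovered 97.5% with 7.14% false. All simulated changes exceeded the fold criterion, lay in genes above a minimum mean count and were called on adjusted p alone. The fold and FPKM criteria were not applied there.

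The genes named in the text are those the results section names as differentially expressed, CHEK1, WEE1 and AURKA, the transcription factors and network nodes the paper names (expression level), and the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 CPM, no library at 0 and no overlap between the conditions. Other genes are marked as named after their values were seen. Some genes that meet these rules are not reported here.

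The gene lists, 7 in all, were fixed after the supplementary tables had been read: p53 targets, interferon-stimulated genes, NF-kB targets, DNA replication, mitosis, ribosome biogenesis and histone genes. The lists of ribosome biogenesis and histone genes were made by rules on gene symbols and their aliases, and the others were written by hand. They were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, 2-sided. Overlaps with the hits of the screens were tested with Fisher's exact test (2-sided, scipy 1.17.1). Shares of peaks and genes carry 95% Wilson intervals, which cover counting error only. Transcription start sites came from a Gencode annotation carried over to the hg19 build, later than the one the authors used, without the mitochondrial genome, whose sequence differs between the references. The ENCODE peaks, the motif scan, the siRNA and inhibitor screens and the network calculation were not analysed here.

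The alternatives were DESeq2 1.42.0, DESeq2-type size factors and library totals in edgeR, no filter and edgeR's own filter on low counts, limma on log2(FPKM + 1) with and without a filter at a mean of 0.1 FPKM and on log2(FPKM + 0.1), adjusted p under 0.05 alone or under 0.01, each library left out in turn, other gene set tests, other limits for expression, and other rules for overlap, score and distance of peaks.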

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

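The tests of library scaling, of GC content and length, and of the genes outside the study's tables were chosen only after the rise was seen, while those of random lists and leukocyte markers were set out before their results were known.

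Interferon-stimulated genes rose after gemcitabine. The list was written before the data were examined but after the supplementary tables had been read, and 11 of its 27 tested genes are in S7 or S8 Table. The paper's text does not discuss an interferon response, although it names IRF7 as a network node. The median log2 fold change of the 27 tested genes was 1.01, 24 of them rose, 16 were called higher and none was called lower. The 16 genes outside the study's tables had a median of 0.50, and 5 of them were called higher. Leaving out genes the study called lowers this median by construction. The adjusted p was 2.08e-08 from limma's camera test with Benjamini-Hochberg adjustment over 7 lists, and an adjusted p under 0.05 was reached by 17 genes over all genes tested and by 18 adjusted over the list alone. Named after their values were seen, OASL, IFIT2 and IFIT3 had the largest rises among called genes, with log2 fold changes of 2.63, 2.55 and 2.28. The response was uneven, since BST2 (-0.024), IFI44L (-0.068) and MX1 (-0.16) did not change detectably. The shift passed the threshold under fry (adjusted p = 0.00457). It missed the threshold in camera with an estimated inter-gene correlation (adjusted p = 0.136), which was 0.103 against the preset 0.01.

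Several technical explanations are argued against by the values. Library scaling would move other genes alike, and the medians of random lists matched on abundance centred on 0.072. The general rise of genes of low abundance is too small, because 100% of 10000 such lists had a lower median than the interferon-stimulated genes, and the middle 95% of them ended at 0.31. Removing the trend of the fold change on GC content and transcript length left a median of 0.96 for the log2 ratio of the list, while the middle 95% of matched random lists treated in the same way ended at 0.30. A culture of a carcinoma line should hold no leukocytes, so a test for their RNA adds little. Such RNA would bring abundant leukocyte transcripts, and 12 leukocyte markers had a median of 0.0145 FPKM after gemcitabine against 7.00 FPKM for the interferon-stimulated genes. Of these markers, CORO1A alone had an adjusted p under 0.05 (0.0141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2 and 0 fragments in vehicle and 8 and 9 after gemcitabine, and none met all criteria for a call.

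A hypothesis that remains, from the median of 0.96 with that trend removed, is that gemcitabine may induce part of an interferon response in these cells. It was found and examined on the same 4 libraries, and a difference in handling between the vehicle and gemcitabine cultures was not tested.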

How the results depend on the processing

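The alternatives below were fixed before the data were examined, except the calls with a ratio of mean FPKM as the fold criterion, the difference from S8 Table with library totals and the overlaps with a background of genes of at least 1 FPKM, which were chosen after seeing the data.

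The counts of 845 genes higher and 657 lower stayed within 1.5 times with DESeq2 (721 and 620), DESeq2-type size factors (852 and 652), no filter (817 and 629), edgeR's filter (870 and 637) and adjusted p under 0.01 (738 and 632). With library totals, the genes lower fell to 416 while 1164 were higher. The median log2 fold change of all genes was then 0.12 instead of 0.0068, so the alternative by construction shifts every gene upward. The genes lower were 326 with limma on log2(FPKM + 1) and 350 with a pseudocount of 0.1, against 894 and 910 higher. With a ratio of mean FPKM as the fold criterion, 1207 genes were higher and 470 lower. The share of rises among called genes therefore ranged from 53.8% with DESeq2 to 73.7% with library totals under these criteria. With adjusted p under 0.05 alone, which drops the other criteria, 2750 genes were higher and 2975 lower (48.0% higher). Limma on log2(FPKM + 1) with no filter called 0 genes higher and 0 lower, with 4689 genes at an unadjusted p under 0.05, and the cause was not tested.

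By the fold and FPKM criteria alone, 1503 genes were higher and 540 lower, and without a minimum difference of 1 FPKM, 2898 and 1012, since more genes can then pass. Across the 4 counts that each left out 1 library, from 1530 to 1765 genes were higher and from 515 to 679 lower. No paired analysis was possible because the index of the deposited table cannot be tied to the replicate numbers of the labels, so the planned fit with those numbers as a block was not run.

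With an estimated inter-gene correlation, the adjusted p of camera rose to 0.120 for p53 targets, 0.136 for interferon-stimulated genes, 0.128 for NF-kB targets, 0.209 for DNA replication and 0.0624 for ribosome biogenesis, and none of these 5 lists stayed past the threshold. By its construction this form of the test has 2 residual degrees of freedom with 4 libraries, so it says little about the stability of any list. The estimated correlations were 0.103 for interferon-stimulated genes, 0.0692 for NF-kB targets and 0.0459 for DNA replication, above the preset 0.01. If they hold, the preset p-values of camera for these lists are too small. For p53 targets the estimate was 0.0143 and for ribosome biogenesis -0.000922. All 5 stayed past it under fry and under library totals. Fry tests each list without comparing it to the other genes, so it does not test a shift against them.

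The odds ratio of kinase hits among called genes, 0.970, reversed to 1.88 with adjusted p alone and to 1.05 with the network inputs of S3 Table. The causes were not tested. For the genetic hits of S5 Table the odds ratio was 0.405, and 0.945 with adjusted p alone, where it no longer passed the threshold. S5 Table leaves out genetic hits that were called, so neither value is read as a depletion. With the background of at least 1 FPKM the odds ratios were 0.904 and 0.346. Kinase hits expressed numbered from 174 to 205 under the other limits.

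Of the vehicle peaks, 54.8% were shared with 50% reciprocal overlap, 55.1% with the same number of top-scoring peaks and 57.6% with a score of at least 100. Of the gemcitabine peaks the shares were 49.2% and 55.0%, and 45.7% with a score of at least 100. Within 1 kb in place of 5 kb, a peak lay near 35.2% of the genes higher, 43.4% of the genes lower and 40.7% of the others, since the window is narrower. Network nodes not expressed numbered 3 below 0.1 FPKM, 55 below 1 FPKM and 6 with under 10 fragments.

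Among single genes, CHEK1 reversed from -0.16 to 0.12 with limma on log2(FPKM + 1), with and without a filter, and on log2(FPKM + 0.1), and was called in no setting. The cause was not tested. TGIF2-RAB5IF rests on 1 vehicle library, and its log2 fold change was -0.49 without it. Limma with no filter left 34 named genes no longer past the adjusted p threshold, limma with a filter 4 with either pseudocount, and DESeq2 and no filter in edgeR 1 each. No called named gene changed sign when 1 library was left out.

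The depth limits genes with few fragments. In the 4 libraries, a count of 0 allows up to 0.227 CPM, and the 5 genes with the largest rises had at most 12 fragments in a vehicle library.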

Differences from the paper's values

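The paper reports 428 genes higher after gemcitabine and 169 lower, and the edgeR calls were 845 and 657. None of the alternatives set before the data were examined closed either gap. The nearest counts among those with calls were 721 higher with DESeq2 and 326 lower with limma on log2(FPKM + 1). Kinase hits among differentially expressed genes number about 7 in Fig. 2B, read by eye, against 19 here, and both alternatives differed as well (104 with adjusted p alone, 18 with the network inputs of S3 Table).

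Log2 fold changes of single genes are the paper's from S8 Table. The error below is the larger of the within-condition SDs of the gene's log2 CPM, and not the standard error given elsewhere. For IL10RB the paper gives 0.75 and edgeR gave 0.58. The value came within the error with library totals (0.69) and with limma on log2(FPKM + 1), filtered or not (0.72), or log2(FPKM + 0.1) (0.75), and not with the other alternatives. For ZFYVE19 the paper gives 0.99 and edgeR gave 0.88, and the same settings came within the error (0.99 with library totals, 1.03 and 1.05 with limma). For DAPK3 the paper gives 0.60 and edgeR gave 0.45, with 0.56 under library totals and 0.55 and 0.57 under limma within the error. For SCPEP1 (the paper's 0.81 against 0.52), MAP2K6 (the paper's 0.88 against 0.39) and PDGFRB (the paper's 1.55 against 1.02), only limma on FPKM came within the error. With a pseudocount of 1, filtered or not, it gave 0.77, 0.85 and 1.46, and with a pseudocount of 0.1 it gave 0.79, 0.88 and 1.50. Limma with a pseudocount of 1 also moved genes outside the error where edgeR was within it. These were IL8 (the paper's 3.14 against 2.10), CAMKK1 (-1.03 against -0.86), ERRFI1 (0.79 against 0.68), MAP4K2 (0.85 against 0.67) and NUAK2 (0.89 against 0.76). Of these, MAP4K2 alone stayed outside it with a pseudocount of 0.1 (0.70). For IL6 the paper gives 1.45 and edgeR gave 1.06, and limma on log2(FPKM + 0.1) alone came within the error (1.36). The plain log2 ratio of mean FPKM, with no test, lay closer to the paper than edgeR for IL10RB (0.75), ZFYVE19 (1.06) and DAPK3 (0.57). The same held for SCPEP1 (0.80), MAP2K6 (0.87), PDGFRB (1.50) and IL6 (1.37). For MAP4K2 that ratio lay farther from the paper, at 0.70 against 0.73 from edgeR.

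The paper counts IL27RA, IL10RB, IGFBP6, SCPEP1, MAP2K6 and DAPK3 as differentially expressed, and none was called here, each with a fold change of at most 1.5. All 6 were called with adjusted p under 0.05 alone. Library totals called IL27RA, IL10RB, IGFBP6 and SCPEP1. Limma with either pseudocount and a filter called IL10RB, IGFBP6, SCPEP1 and MAP2K6. IL10RB was also called with DESeq2, DESeq2-type size factors, no filter and edgeR's filter. With a ratio of mean FPKM as the fold criterion, an alternative chosen after seeing the values, all but DAPK3 were called.

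The paper describes the Gö compound, 1 of its most promiscuous inhibitors, as a molecule that targets the majority of the kinases, and it changed 98 of the 200 expressed hits (49.0%) and 113 of the 297 entries of S2 Table.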

Other observations

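The tests of depth, GC content and length, abundant genes, scaling, the size of a DNA background and the libraries behind S6 Table were chosen only after the results were seen. Those of olfactory receptor genes and of gained peaks were set out beforehand.

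Genes of low abundance rose relative to abundant genes after gemcitabine. Over the 4951 least abundant tested genes the median log2 fold change was 0.23, and over the 4951 most abundant it was -0.072. Of the least abundant genes 417 were called higher and 97 lower, and of the most abundant 87 higher and 276 lower. The difference between the medians of the log2 ratios was 0.30, against -0.092 between the gemcitabine replicates and -0.0058 between the vehicle replicates. One scaling factor per library cannot make such a difference (0.30). It was 0.29 at one depth, 0.28 with the trend on GC content and transcript length removed and 0.30 without the 100 most abundant genes, so none of these is the whole cause. Olfactory receptor genes, which take few reads other than background, had 16 and 20 fragments in the vehicle libraries and 33 and 34 after gemcitabine, a share 2.18 times larger, as a larger background of reads from DNA would give. Applied per kb to the least abundant genes, that rise accounts for 1.08% of their rise, so such a background may contribute but is argued against as the whole. A wider change in transcription or RNA stability after gemcitabine remains as an untested hypothesis.

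S6 Table and the deposited table give the groups different replicate numbers. Over 528 genes with over 1000 fragments in each library, the log2 ratio of the vehicle FPKM of S6 Table to the mean of the deposited vehicle libraries had an SD of 0.0148, against 0.0767 to one library alone, which argues against another pair of vehicle libraries behind S6 Table. No biological explanation was tested.

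Genes called higher had a gemcitabine-only peak within 5 kb of a start site in 16.0% of cases (95% Wilson interval 13.6% to 18.6%), genes called lower in 14.8% (12.2% to 17.7%) and other genes in 16.5% (15.9% to 17.1%). The intervals overlap, so the hypothesis that chromatin opens near the genes that rise is not borne out at this number of peaks, with 1 library per condition.

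The 33 tested p53 targets had a median log2 fold change of 0.43 (adjusted p = 5.49e-08 from limma's camera test with Benjamini-Hochberg adjustment), with 11 called higher and none lower. Of the 33, 10 are in S7 or S8 Table, and the other 23 had a median of 0.30 with 3 called higher, a count made after the results were seen. There were 25 targets with an adjusted p under 0.05 both over all genes tested and adjusted over the list alone. Of 35 histone genes listed, 17 could be tested, 5 of them in the study's tables, 4 were called higher and 5 lower, and the list did not shift (adjusted p = 0.650 from the same test). In it, 10 genes had an adjusted p under 0.05 over all genes tested, and 10 adjusted over the list alone.

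Among genes the paper names for other reasons, CHEK1 had a log2 fold change of -0.16 (adjusted p = 0.119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), WEE1 of -0.47 (adjusted p = 0.000165 from the same test) and AURKA of -0.31 (adjusted p = 0.00282). The falls of WEE1 and AURKA passed the adjusted p threshold and missed the fold criterion, and CHEK1 missed both. Of the transcription factors the paper names for motif enrichment or as genetic hits, PAX4 had 0 fragments in each library, and ZNF354C and TBX5 at most 1. VDR had a mean of 2.50 FPKM in vehicle and 3.87 FPKM after gemcitabine, and RXRA 32.2 and 31.2 FPKM. RFXAP had a log2 fold change of -0.71 (adjusted p = 0.00336 from the same test) and was called lower, while SRF (-0.29) and VDR (0.51) missed the fold criterion and RUNX2 (-0.097) also the adjusted p threshold. IRF7 went from 1.32 to 5.24 FPKM and was called higher. S12 Table lists 695 network nodes, of which 691 were matched, 30 were called higher and 23 lower. The 3 nodes below 0.1 FPKM in both conditions, named after their values were seen, were MUSK, MSR1 and SRPK3.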
